# EZH2 Inhibition Compromises α4-1BB-Mediated Antitumor Efficacy by Reducing the Survival and Effector Programming of CD8^+^ T Cells

**DOI:** 10.3389/fimmu.2021.770080

**Published:** 2021-11-24

**Authors:** Christopher J. Stairiker, Sophia Xiao Pfister, Eleanore Hendrickson, Wenjing Yang, Tao Xie, Catherine Lee, Haikuo Zhang, Christopher Dillon, Graham D. Thomas, Shahram Salek-Ardakani

**Keywords:** EZH2, CD8, T cell, Bim, CD137 (4-1BB)

## Abstract

Enhancer of Zeste Homolog 2 (EZH2) inhibitors (EZH2i) are approved to treat certain cancer types. Previous studies have suggested the potential to combine EZH2i with immune checkpoint blockade targeting coinhibitory receptors like PD-(L)1 and CTLA-4, but whether it can also enhance the activity of agents targeting costimulatory receptors is not known. Here, we explore the combination between EZH2i and an agonist antibody targeting the T cell costimulatory receptor 4-1BB (α4-1BB). Our data show that EZH2i compromise the efficacy of α4-1BB in both CT26 colon carcinoma and in an *in vivo* protein immunization model. We link this to reduced effector survival and increased BIM expression in CD8^+^ T cells upon EZH2i treatment. These data support the requirement of EZH2 function in 4-1BB-mediated CD8^+^ T cell expansion and effector programming and emphasize the consideration that must be given when combining such antitumoral therapies.

## Introduction

Currently, EZH2 (Enhancer of Zeste Homolog 2) inhibitors (EZH2i) are being tested in the clinic in multiple cancer indications, and this targeted cancer therapy is approved for use in epithelioid sarcoma and relapsed/refractory follicular lymphoma (1, 2). Among the EZH2i being evaluated in the clinic is PF-06821497, a SAM competitive inhibitor in Phase I trials (3, 4). Many cancer indications overexpress EZH2, including prostate, breast, and bladder, and gain-of-function mutations suggest that cancer cells utilize this pathway to promote tumor progression (5). EZH2 participates in the chromatin-modifying Polycomb Repressive Complex 2 (PRC2), where it catalyzes di- and trimethylation of histone 3 lysine 27 (H3K27) residues to silence target gene expression (6). EZH2 is primarily expressed in proliferating cells, establishing the epigenetic landscape on newly synthesized histones (6). In murine models, EZH2i have demonstrated combinatorial potential with checkpoint blockade immunotherapy (CBI), such as αPD-1 in prostate (7), head and neck (8), and bladder cancers (9) as well as αCTLA-4 in melanoma (9, 10). The efficacy is attributed to effects on cancer cells as EZH2i induce expression of antigen presentation-associated genes (8, 10) and chemokine ligands (9, 10). Furthermore, EZH2i are reported to affect immune cells, notably by decreasing Treg suppressive capacity (9). These mechanisms all enhance the recruitment and activation of the immune system, particularly CD8^+^ T cells (9, 11, 12). Although these studies would suggest that EZH2 may be dispensable for T cell function, models of graft versus host (13, 14), acute viral infection (15, 16), and melanoma (17), would suggest a T cell-intrinsic requirement for effector cells.

Previous studies have demonstrated the potential for EZH2i to synergize with αPD1 and αCTLA-4 CBI that enhance anti-tumor immunity by derepressing TCR-mediated signaling (18) and impairing Treg function (11), respectively. However, little is known about the possibility of combining EZH2i with alternative immunotherapeutic approaches that target CD8^+^ T cells (9, 10). CD137, or 4-1BB, is a costimulatory molecule expressed on recently activated T cells. 4-1BB agonism can potentiate CD8^+^ T cell cytotoxicity, increase proliferation, and promote survival, ultimately contributing to enhanced antitumor immunity (19–21). Clinically, 4-1BB agonists are being evaluated and have demonstrated efficacy in human *ex vivo* culture systems linked to increased CD8^+^ responses (22, 23). This success has led to combination strategies of α4-1BB with other therapies to augment tumor regression, but the combination of EZH2i has yet to be explored (22).

Here, we test the combination therapy between EZH2i and an agonistic α4-1BB antibody. We show that EZH2i compromise the efficacy of α4-1BB, limiting the CD8^+^ T cell response. Using *in vivo* and *in vitro* models, we confirm the impact EZH2i have on CD8^+^ T cells in terms of survival and function. These data highlight the importance of exploring the impact of targeted chemotherapy on immune-intrinsic biology and further highlight the judicious consideration of combination partners when considering therapeutic combinatorial approaches.

## Materials and Methods

### Animals

BALB/c and C57BL/6 female mice were housed in a specific pathogen-free vivarium at Pfizer Inc (San Francisco or San Diego, CA) or Crown Bioscience Inc. (San Diego, CA). All experiments and procedures were conducted under approved protocols by the Institutional Animal Care and Use Committee (IACUC) (LAJ-2019-01347).

### Tumor Experiments

For CT26 tumor inoculations, 0.6 x 10^6^ CT26 tumor cells were subcutaneously injected into BALB/c mice. Six days post-implantation, mice received either vehicle, 30 mg/kg (mpk), or 100 mpk of the EZH2 inhibitor PF-06821497, daily by subcutaneous injection. Mice received 3 doses of 10 mpk mouse IgG1 isotype control (BioXcell, BE0083) or α4-1BB antibody (mAb9371, inhouse generated).

For MC38 tumor inoculations, 0.25 x 10^6^ MC38 tumor cells were injected into C57BL/6 mice and treated daily with 100 mpk PF-06821497 or vehicle control from implantation. On days 9, 12, and 15, mice were given either isotype control or α4-1BB at 3 mpk.

### Protein Immunization Experiments

Naïve CD45.2^+^ OT-I CD8^+^ T cells were isolated *via* the EasySep Mouse Naive CD8^+^ T cell Isolation Kit (STEMCELL, 19858). Cells were adoptively transferred intravenously on day -1. On day 0, mice were subcutaneously injected with 100 μg of ovalbumin (Endofit, Vac-pova) and 50 μg of Poly I:C (Tocris, 4287). Starting on day 0, mice also received subcutaneous injections of vehicle, 30 mpk or 100 mpk PF-06821497 daily for a total of 10 days. On day 1, mice received a single intraperitoneal injection of 5 mpk IgG1 isotype control or α4-1BB. At the study endpoint, blood and spleen were aseptically removed for processing.

### Tissue Processing

Tissues were processed as previously described (24). In brief, tumors were dissociated with the Tumor Dissociation Kit (Miltenyi, 130-096-730). For dissociated spleens and blood, red blood cells were lysed *via* RBC Lysis Buffer (eBioscience, 00-4333-57). Spleens and tumors were enumerated using a Beckman ViCell XR Automated Cell Viability Analyzer. For *ex vivo* stimulations, cells were treated as described previously (25).

### *In Vitro* CD8^+^ T Cell Activation

Murine CD8^+^ T cells were isolated (STEMCELL, 19853) and activated with 1 μg/mL αCD3 (eBioscience, 16-0031-86) and 2.5 μg/mL αCD28 (eBioscience,16-0281-82) for 2 days prior to subculture in the presence of 20 U/mL recombinant murine IL-2 (Peprotech, 50-813-288).

For human T cell culture, frozen negatively isolated CD8^+^ T cells (Hemacare, PB08NC1) were activated with CD3-CD28 Dynabeads (Gibco, 11131D) for 72 hours in the presence of 20 U/mL IL-2 (Roche, 11011456001) and 5 ng/mL IL-7 (Peprotech, 200-07) and IL-15 (Peprotech, 200-15). Cells were subcultured with fresh media and cytokines.

### Flow Cytometry

Cells were stained as previously described (25). In brief, cells were stained for surface antigens (**Table S1**), permeabilized with the FoxP3/Transcription Factor permeabilization Kit (eBioscience, 50-112-9060) and stained for intracellular targets (**Table S1**) before fixation with 1% formaldehyde (RICCA, 3180-16), and acquired on an BD LSRFortessa, or Cytek Aurora. Post analysis was performed using FlowJo v10 Software. Statistical analysis and data representations were generated using GraphPad Prism version 9.

### scRNA-Sequencing

For MC38 tumor inoculations, 0.25 x 10^6^ MC38 tumor cells were subcutaneously injected into C57BL/6 mice on day 0. One or ten days after implantation mice received 100 mpk dosing of PF-06821497 or vehicle control, subcutaneous, daily. CD45^+^ cells were isolated using CD45 TIL microbeads (Miltenyi, 130-110-618) and libraries were generated using the Single Cell 3’ GEM, Library and Gel Bead Kit v3 (10X Genomics, PN-1000075), Chromium Single Cell B Chip (PN-100073), and Chromium i7 Multiplex Kit (PN-120262). Sequencing was performed by Novogene and downstream analysis performed using Seurat. Initial processing of scRNA-Seq data was performed using Cell Ranger (10X Genomics) and then further analyzed using Seurat. A cut-off of greater than 200 genes and less than 5000 genes per cell was used to filter samples. Cells with UMI greater than 10% that were attributable to mitochondrial genes were excluded. Genes were only analyzed if they were present in a minimum of three cells. Normalizing and scaling was performed using the default settings in Seurat. A total of 29559 (day 7 vehicle), 71848 (day 7 EZH2i), 23404 (day 16 vehicle), and 13757 (day 16 EZH2i) were pooled and used for analysis after initial QC. 

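The authors deposited the unique molecular identifier (UMI) counts of all 12 libraries as 1 matrix of 31053 genes and 140639 barcodes. Of these barcodes, 1073 had 200 or fewer genes, 2729 had 5000 or more genes, and 8969 had more than 10% of their UMIs on the 13 mitochondrial genes. The stated limits together left 128912 cells, 91.7% of the barcodes (exact binomial 95% confidence interval 91.5 to 91.8%, counting error only). The paper's 4 group totals add up to 138568 cells, which is 9656 more than passed the stated limits and 2071 fewer than the barcodes in the matrix. Without the mitochondrial limit, 136837 cells passed. A mitochondrial limit of 5% moved the number most, to 82240 cells. The totals were not computed by group, because each barcode ends in a library number from 1 to 12 and the sources used here do not tie these numbers to mice.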

Subsequent reclustering of lymphoid cells was performed.

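Lymphoid cells were selected after a first clustering of all cells that passed the filter, which gave 27 clusters at a resolution of 0.8, 4 of them of 1 cell. Of the clusters with at least 10 cells, 5 had T, NK, B, innate lymphoid or plasma cell markers that outranked the myeloid and tumor or stromal markers, and their 14179 cells, 11.0% of the cells kept, were clustered again. The share of lymphoid cells ranged from 1.04% in library 4 to 17.7% in library 8, with a median of 9.99% over the 12 libraries. The paper's text does not name a step that removes doublets, and none was removed for the main clusters. Scrublet, a caller that compares each cell with simulated doublets, marked 96 of the 128912 cells at its automatic threshold (0.0745%), which is too few for it to have worked on libraries of this size.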

## Results

### EZH2i Compromises α4-1BB Efficacy

To characterize the effects of EZH2i on T cells, we utilized the CT26 colorectal cancer model in combination with α4-1BB therapy, which demonstrates robust single-agent efficacy in this system (26). We began daily dosing of tumor-bearing mice with the EZH2 inhibitor PF-06821497, starting on day 6 post-implantation (**Figure 1A**) (3). Two days later, the 4-1BB agonist antibody mAb9371 was administered to induce the proliferation and expansion of recently activated CD8^+^ T cells (26). The α4-1BB treatment and vehicle control combination resulted in robust tumor growth control, whereas vehicle control and isotype treatment led to tumor outgrowth (**Figure 1A**). Surprisingly, rather than enhancing, high dose EZH2i completely abrogated the efficacy of α4-1BB therapy (**Figure 1A**). To understand how EZH2i mediated this effect, we analyzed tumors, spleens, and blood from mice at day 17 post-implantation. This time point was chosen as immediately proximal to the deviation in tumor volumes elicited by α4-1BB treatment. Therefore, it should allow us to identify changes in immune profiles that result from treatment conditions and not differences in tumor volumes. We observed no consistent differences in total CD4^+^ or CD8^+^ T cell frequencies between treatment groups in any of the tissues assessed (**Figure S1A**). Previous literature has suggested that Tregs rely on EZH2 for suppressive capacity (27). However, we did not observe any impact on the frequency of this population (CD4^+^Foxp3^+^) upon EZH2i treatment (**Figure S1B**). While there were no differences in frequency, we did observe differences in the phenotype of CD8^+^ T cells upon EZH2i treatment. Total proliferating cells marked by Ki-67 expression were relatively equal (**Figure 1B**); however, the increase in activated KLRG1^+^ CD8^+^ T cells mediated by α4-1BB was reduced at 100 mg/kg (mpk) EZH2i, particularly in the blood (**Figure 1C**). Further supporting a defect in the effector CD8^+^ T cell program, the α41-BB mediated increase in CD8^+^Eomes^+^TOX^+^ committed effectors was significantly lower in the blood and somewhat depleted in the spleen at 100 mpk EZH2i (**Figure 1D**). Furthermore, this high dose of EZH2i also reduced Granzyme B expressing CD8^+^ T cells in the spleen (**Figure 1E**).

**Figure 1:**
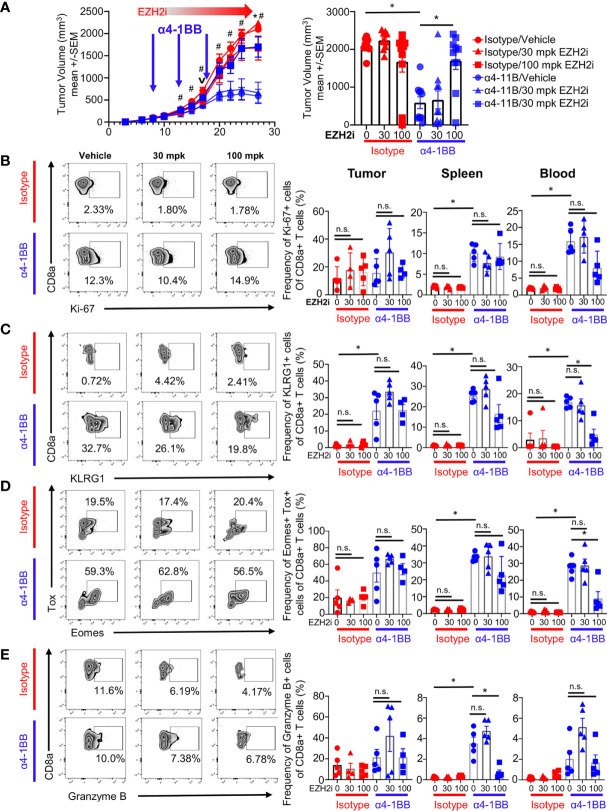
EZH2i compromise α4-1BB efficacy. CT26-tumor bearing mice were treated daily with a single s.c. injection of EZH2 inhibitor starting on day 6 post implantation and then treated with α4-1BB starting on day 8, every 5 days for a total of three doses. Tumor growth curves (**A**, left panel) and final tumor volumes (**A**, right panel) are shown for treatment groups. Mice harvested at day 17 (v) for T cell phenotypes were analyzed by flow cytometry. Representative FACs plots from tumor samples (**B–E**, left panel) and pooled data dot plots from tumor, spleen, and blood (**B–E**, right panel) are shown for proliferating CD8^+^ T cells **(B)**, activated effectors **(C, D)**, and cytotoxic cells **(E)**. Mice treated with isotype are marked in red; mice treated with α4-1BB are marked in blue. Vehicle treated control mice are marked with circles; triangles indicate 30 mpk EZH2i treatment while squares indicated 100 mpk EZH2i treatment. For A, asterisks (*) indicate p<0.05 as determined by ANCOVA for comparison of groups treated with α4-1BB with and without 100 mpk dosing with EZH2i while hashtags (#) indicate p<0.05 for comparison of groups treated with vehicle control with and without α4-1BB. For B-E, Asterisks (*) indicate p<0.05 as determined by 2way ANOVA and *post hoc* comparison of group means. n.s. indicates non-significant result. n≥ 9 mice per group for tumor growth inhibition studies **(A)**. n≥ 4 mice per group for T cell analysis **(B–E)**.

This loss of α4-1BB efficacy by EZH2i was not only observed in the CT26 model but also using the murine adenocarcinoma C57BL/6-based MC38 model (**Figure S1C**). Altogether, these data show that EZH2i at high concentrations can compromise the tumor growth control mediated by agonistic α4-1BB therapy.

### EZH2i Reduce Survival and Expansion of Responding CD8^+^ T Cells

Our tumor data show that EZH2i influences CD8^+^ T cell effector functions. However, multiple factors within the TME could explain the loss of efficacy when EZH2i were combined with α4-1BB. To directly determine the impact of EZH2i on the CD8^+^ T cell response *in vivo*, we utilized a protein immunization model. We took advantage of the OT-I system, in which CD8^+^ T cells recognize the immunodominant epitope of the ovalbumin (OVA_257-264_, SIINFEKL), to understand the effects of EZH2i on the antigen-specific T cell response. We performed an adoptive transfer of naïve OT-I^+^ cells into congenically mismatched recipient mice and subsequently immunized these mice with ovalbumin and TLR3 agonist Poly I:C at which point we began dosing them with EZH2i. One day later, a single dose of α4-1BB was administered to expand early activated cells. We then performed a kinetic study to characterize the CD8^+^ effector response (**Figure 2A**). By staining for the H3K27 trimethylation (H3K27me3) status, we confirmed the efficacy of EZH2i on donor OT-I cells (**Figure S2A**). As expected, α4-1BB treatment increased the expansion of donor OT-I cells compared to isotype-treated mice; however, treatment with high dose EZH2i significantly reduced the recovery of donor cells on days 5 and 7 post-activation (**Figure 2B**). Consistent with high dose EZH2i impacting effector T cells, we observed the lowest recovery of donor cells in the isotype-treated control mice receiving 100 mpk EZH2i across all time points (**Figure 2B**). Treatment with α4-1BB did not lead to a significant increase in EZH2 expression compared to isotype-treated mice. However, among mice treated with α4-1BB, the combination with 100 mpk EZH2i led to a significant decrease in EZH2 expression (**Figure S2B**). Despite attempts to determine the effects of EZH2i on donor OT-I cells at day 3 post-activation, we were unable to detect a reliable donor population for analysis (**Figure S2C**). These differences in OT-I frequencies were also consistent with the absolute number of OT-I donor cells recovered from these mice (**Figure S2D**).

**Figure 2:**
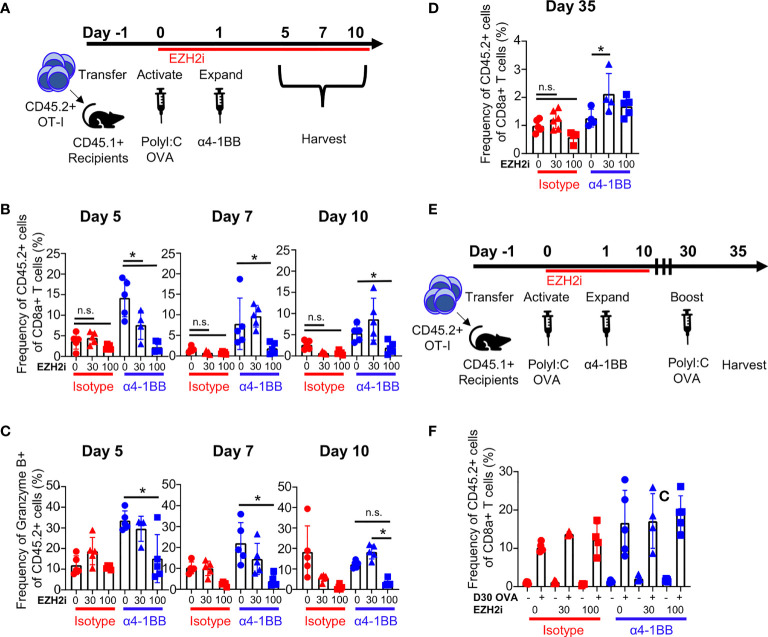
EZH2i reduce the magnitude of the antigen-specific effector response. Recipient mice (CD45.1^+^) received congenically mismatched donor (CD45.2^+^) OT-I^+^ cells before being activated with OVA and PolyI:C, dosed with EZH2i and α4-1BB **(A)**. On days 5, 7, and 10, the frequency of donor OT-I^+^ cells **(B)** and donor cells producing Granzyme B **(C)** was determined in isotype-treated (upper panel) and α4-1BB-treated (lower panel). On day 35 post activation, frequency of donor OT-I^+^ cells was detected in recipient animals **(D)**. On day 30, one cohort of mice was given a second injection of OVA and PolyI:C and both cohorts (untreated memory and OVA/PolyI:C-treated memory) were taken down 5 days later **(E)** and relative expansion compared to an untreated cohort was determined **(F)**. Mice treated with isotype are marked in red; mice treated with α4-1BB are marked in blue. Vehicle treated control mice are marked with circles; triangles indicate 30 mpk EZH2i treatment while squares indicated 100 mpk EZH2i treatment. Asterisks (*) indicate p<0.05 as determined by 2way ANOVA and *post hoc* comparison of group means. n.s. indicates non-significant result. n≥ 4 mice per group for immunization studies **(A–C)**. n≥ 3 mice per group for memory studies **(D–F)**.

During acute viral infection, KLRG1^hi^CD127^lo^ cells are considered short-lived effector cells (SLEC), while KLRG1^hi^CD127^lo^ cells are classified as memory precursor effector cells (MPEC) (28). Using this paradigm, high dose EZH2i increased KLRG1^hi^CD127^lo^ frequencies following α4-1BB treatment on days 5 and 7 (**Figure S2E**). As KLRG1^hi^CD127^lo^ cells have enhanced effector capacity, in theory, these cells should be more cytotoxic (29). However, in agreement with our tumor model data (**Figure 1E**), we observed that the frequency of Granzyme B^+^ OT-I was considerably lower in both the α4-1BB and isotype-control treated groups treated with high-dose EZH2i (**Figure 2C**). This reduction in Granzyme B positivity was specific to the CD8^+^ donor T cells, as Granzyme B expression in NK cells was not affected by EZH2i (**Figure S3A**). This effect was also specific to cytotoxic capacity as restimulation with cognate antigen *ex vivo* did not influence the frequency of TNFα^+^IFNγ^+^ polyfunctional effector cells (**Figure S3B**). These findings are consistent with reports that ablation of *Ezh2* in CD8^+^ T cells during acute infection only mildly affected cytokine production despite differences observed in relative frequencies of KLRG1^hi^CD127^lo^/CD127^hi^KLRG1^lo^ populations (15).

To investigate the potential effects of EZH2i on skewing CD8^+^ memory responses, we evaluated OT-I frequencies and phenotypes at day 35 post-immunization. Only a modest reduction in the frequency of donor cells at a day 35 timepoint was observed in the 100 mpk EZH2i isotype control treatment group. Interestingly, in groups treated with α4-1BB and 30 mpk EZH2i, there was a significant increase in the recovery of donor cells compared to α4-1BB treatment alone (**Figure 2D**). To determine whether brief exposure to EZH2i impacts the memory population, we performed a protein restimulation assay to test whether EZH2i leads to a functional enhancement of CD8^+^ memory responses. Mice were immunized with OVA protein as before and given a second dose of OVA on day 30 (**Figure 2E**). To assess recall responses, we measured the expansion of the memory compartment five days later (**Figure 2F**). Despite the mild reduction in donor cells with high dose EZH2i, this group proliferated to the same extent as control and low dose treatment groups (**Figure 2F**). It also possessed equivalent cytotoxic molecule expression (**Figure S3C**). From these data, we can conclude that high dosing with EZH2i compromises α4-1BB-mediated effects on effector CD8^+^ T cells but does not affect memory formation and recall responses.

### Loss of Survival and Cytotoxic Programming With EZH2i

The deposition of repressive H3K27me3 residues can inhibit the expression of many genes, potentially influencing multiple cellular programs. To understand how EZH2i affects antitumoral CD8^+^ T cells, we performed scRNA-Seq profiling of tumor-infiltrating immune cells. CD45^+^ cells were isolated on day 17 post-implantation from MC38 tumor-bearing mice that had either been treated with EZH2i for 16 days or 7 days before isolation (**Figure S4A**). 

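Droplet-based scRNA-Seq measures the transcripts of single cells, each captured with a barcoded bead, and the UMI on each transcript lets copies made by PCR be counted once. MC38 is a mouse colon carcinoma line that grows in C57BL/6 mice, and CD45 is found on leukocytes, so the libraries hold mainly the immune cells of the tumor. The sample labels list 3 mice for each of 4 groups, which received vehicle or 100 mg/kg EZH2i for 7 days or 16 days. The authors processed the reads with Cell Ranger, and the matrix header names version 3.0.2; the genome build and the annotation are not given in the sources used here. The deposited values are UMI counts per gene and barcode without normalization, and whether reads were sampled down between libraries when the matrix was made is not given either. Per library, 4256 to 38110 barcodes were deposited (median 8465.5), with 21649947 to 158760328 UMIs in all (median 73715428.5). The median UMI count of the cells kept ranged from 2291 in library 6 to 15081 in library 12. As the barcodes carry only a library number, no cell was assigned to vehicle, to EZH2i or to a treatment length. Clusters and genes were therefore examined over all groups pooled, as the paper did for its clustering, and the differences between EZH2i and vehicle were not tested. The pooled matrix counts as 1 sample, so intervals on shares of cells cover counting error only and no p-value is given. Counts were scaled to 10000 per cell and log-transformed, and 30 principal components of the 2000 most variable genes went into a shared neighbour graph that was divided by the Leiden method. The genes the paper names for its phenotypes and treatment effects were left out of the variable genes, apart from Cd3e, Cd8a, Cd4 and Adgre1, so that the clusters were not made by them.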

Clustering of tumor-infiltrating lymphocytes identified 12 total clusters (**Figure S4B**), of which 5 were determined to be CD8^+^ T cells (**Figure S4C**). 

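Among 19 resolutions from 0.2 to 2.0, a resolution of 0.3 gave 11 lymphoid clusters, and 0.4 gave 13; 0.3 was taken as the lowest with a number closest to the paper's 12. Of these 11 clusters, 3 were CD8 T cell-like by markers fixed before the data were examined and a rule for names set after the clusters had been seen, and they held 2199 cells, 15.5% of the lymphoid cells (95% confidence interval 14.9 to 16.1%). These were cluster 3 with 1389 cells, cluster 6 with 701 cells and cluster 10 with 109 cells, in which a heat shock gene, Dnaja4, was the gene furthest above the other cells kept. Cd3e (ENSMUSG00000032093, chromosome 9, 44998740 to 45009627) had a UMI in 72.9% of the CD8 T cell-like cells (70.9 to 74.7%), and Cd8a (ENSMUSG00000053977, chromosome 6, 71373427 to 71379173) in 67.3% (65.3 to 69.2%). Cd4 (ENSMUSG00000023274, chromosome 6, 124864692 to 124888221) was found in 5.14% of them (4.25 to 6.15%) and Adgre1 (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527), which encodes F4/80, in 3.37% (2.65 to 4.21%). Coordinates are those of the GENCODE M21 annotation of GRCm38, in which 30934 of the 31053 gene identifiers were found. In the 460 B cell-like cells of cluster 7, which should lack the T cell genes and have a median UMI count of 1208 against 3172 in the CD8 T cell-like cells, the shares were 2.83% for Cd3e, 1.30% for Cd8a, 0.870% for Cd4 and 1.96% for Adgre1. Of these B cell-like cells, 198 are from library 10, which holds 11 of the CD8 T cell-like cells, and in single libraries with at least 10 B cell-like cells the background reached 18% for Cd3e, 6% for Cd8a and 15.4% for Adgre1. The share of Adgre1 in the CD8 T cell-like cells was not distinguishable from this background. A total of 707 cells in cluster 5 were NK cell-like, and clusters 0, 1, 2, 4, 8 and 9 were left unnamed. Cluster 1, with 3355 cells, had Cd3e in 55.9% and Cd8a in 40.9% of its cells, but its median UMI count was 0.306 of that of its libraries and none of its 10 leading genes was a CD8 T cell marker. Cluster 0, with 4537 cells, had Cd8a in 29.5% and Adgre1 in 54.8% of its cells. The CD8 T cell markers led in these 2 clusters as well, so that 5 clusters would be counted by the leading markers alone. With the resolution lowered by 0.2, which moved these results most, 6 clusters were found, 2 of them CD8 T cell-like with 7152 cells. The paper determined its CD8+ T cell clusters from high Cd3e and Cd8a together with low Cd4 and Adgre1.

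**Figure D1:**
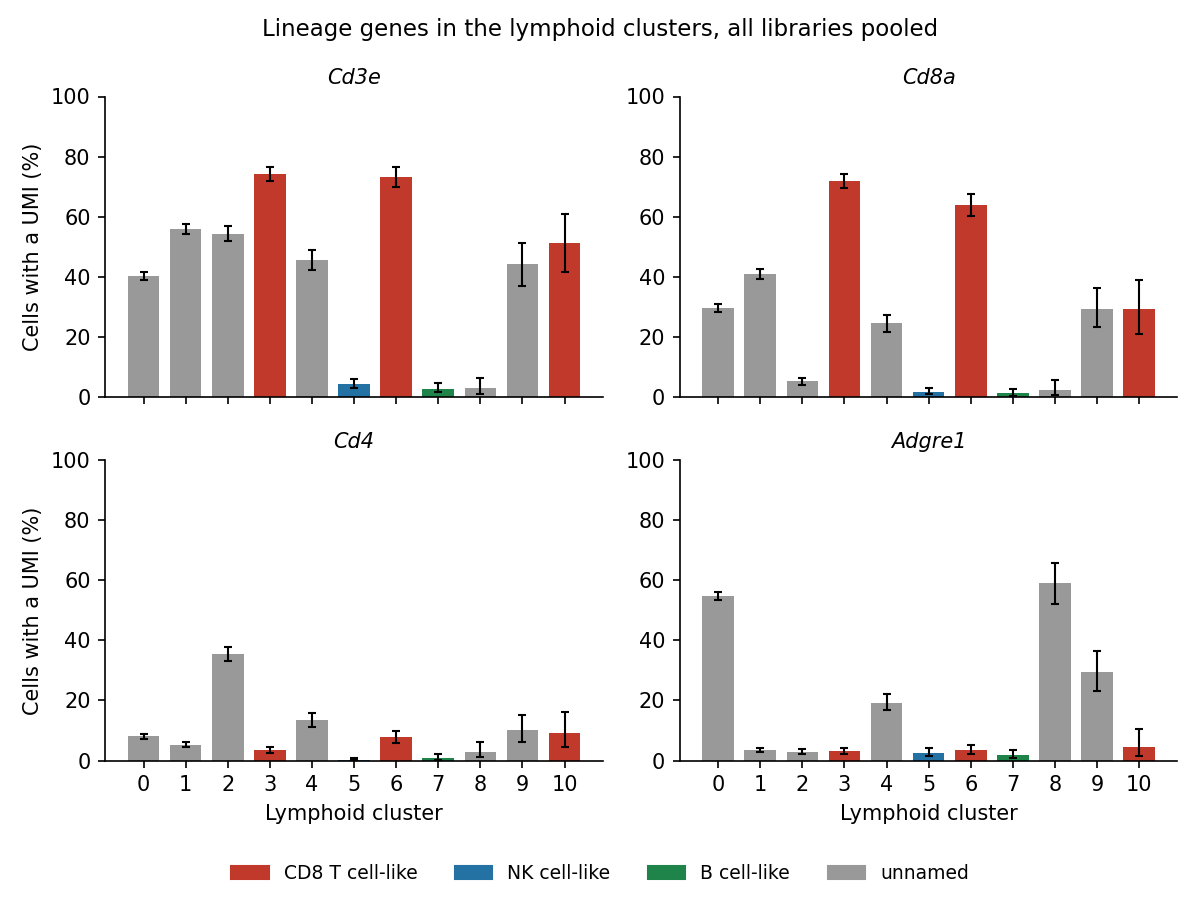
Percent of cells with at least 1 UMI of Cd3e, Cd8a, Cd4 and Adgre1 (y axis) in each of the 11 lymphoid clusters (x axis), over all 12 libraries pooled; bars are shares of cells and error bars exact 95% confidence intervals for counting error. Among the CD8 T cell-like clusters, clusters 3, 6 and 10 have Cd8a in 71.9%, 63.9% and 29.4% of their cells, and Adgre1 is found in 54.8% of cluster 0 and 59.0% of cluster 8.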

To determine the phenotype of these five clusters (Clusters 0, 2, 5, 4, and 8) (**Figure 3A**), we compared the gene signatures of each intratumoral CD8^+^ T cell population against signatures of CD8^+^ T cell activation and exhaustion obtained from public datasets (30) using gene set variation analysis (GVSA) (**Figure 3B**) and queried genes characteristic of tumor-infiltrating T cell phenotypes (**Figure S4D**). 

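Of the 25 genes that the paper names for its clusters and treatment effects, 21 were found in a higher share of CD8 T cell-like than of B cell-like cells beyond counting error. With each cell thinned to 500 UMIs, which removed no cell, this number was 16. Tcf7 (ENSMUSG00000000782, chromosome 11, 52252371 to 52283014), which encodes TCF-1, was found in 1.87% of the cells of cluster 3 (95% confidence interval 1.23 to 2.73%), 8.27% of cluster 6 (6.34 to 10.6%) and 11.9% of cluster 10 (6.51 to 19.5%), against 0.435% of B cell-like cells. In cluster 1, the unnamed cluster of shallow cells, it was found in 15.4% (14.2 to 16.6%). Median UMI counts were 1764 in cluster 1, 2818 in cluster 3, 4492 in cluster 6 and 1748 in cluster 10. After thinning, Tcf7 was found in 4.38% of cluster 1, 0.360% of cluster 3, 1.43% of cluster 6 and 4.59% of cluster 10. As CPM, the UMIs of a gene scaled to a common total of all UMIs of the cluster, it stood at 74.4, 6.15, 19.1 and 49.6. The thinned shares did not tell clusters 1 and 10 apart. The CPM of Tcf7 was higher in cluster 1 than in cluster 3 in 9 of the 9 libraries with at least 10 cells of both. It was higher in cluster 1 than in cluster 10 in 4 of 5 such libraries. Cluster 10 had 15 UMIs of Tcf7 in all, so no order of clusters 1 and 10 was read. Slamf6 (ENSMUSG00000015314, chromosome 1, 171917515 to 171953170) was found in 13.5% of cluster 1, 3.38% of cluster 3 and 7.28% of cluster 6. None of these shares was above the 11.1% of B cell-like cells beyond counting error. These cells had it at 79.7 CPM, against 5.87 CPM and 1.56% of cells in the NK cell-like cluster. B cell-like cells are therefore no background for this gene, and the comparison does not decide whether T cells carry it. Cluster 1 had it at 68.5 CPM, higher than cluster 3 in 9 of 9 libraries with at least 10 cells of both. Havcr2 (ENSMUSG00000020399, chromosome 11, 46454935 to 46481255), which encodes TIM-3, was found in 25.7% of cluster 3 (23.4 to 28.1%), 21.4% of cluster 6 (18.4 to 24.6%) and 5.72% of cluster 1 (4.96 to 6.56%), against 1.30% of B cell-like cells. Its CPM was 112.4, 55.2 and 27.4, in the same order. Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) was found in 51.8% of cluster 3, 49.5% of cluster 6 and 38.5% of cluster 1, with 783, 551.4 and 570.8 CPM, so that no order of clusters 6 and 1 was read from the shares. Tox (ENSMUSG00000041272, chromosome 4, 6686353 to 6991557) was found in 35.1% of cluster 3 and 39.2% of cluster 6, with 164.9 and 130.2 CPM, and in 20.1% of cluster 1, with 116.8 CPM. Mki67 (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) was found in 80.3% of cluster 6 (77.2 to 83.2%), 10.3% of cluster 3 and 4.20% of cluster 1. In B cell-like cells, Gzmb was found in 2.61%, and Tox and Mki67 each in 1.09%. The gene set variation analysis was not repeated, as the public signatures are not used here. The paper derives the phenotypes from scores against those signatures together with these genes.

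**Figure D2:**
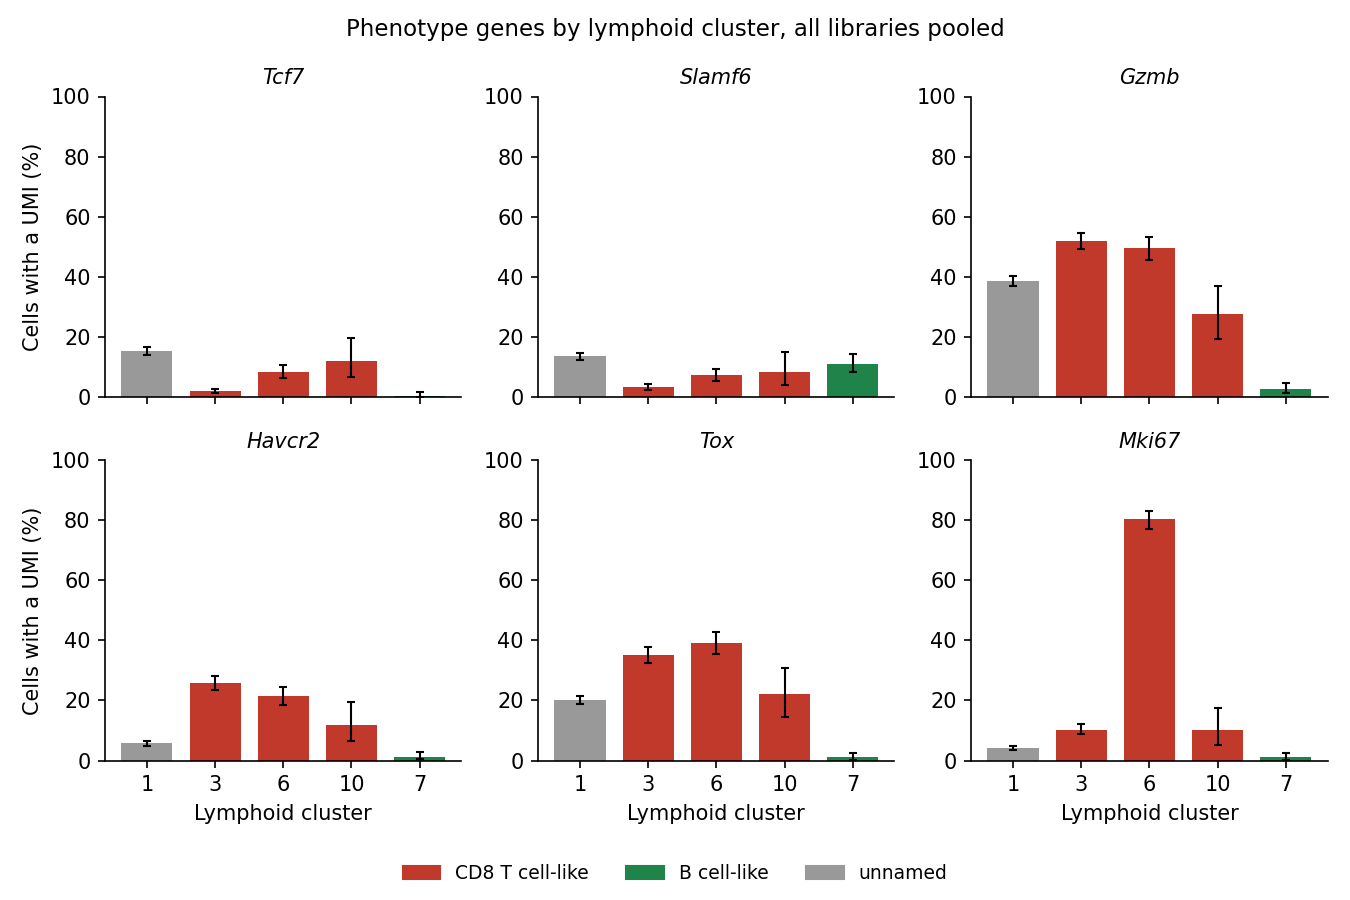
Percent of cells with at least 1 UMI of each gene (y axis) in clusters 1, 3, 6 and 10 and in the B cell-like cluster 7 (x axis), over all 12 libraries pooled; bars are shares of cells and error bars exact 95% confidence intervals for counting error. Tcf7 is at 15.4% in cluster 1 and 1.87% in cluster 3, Havcr2 at 5.72% and 25.7%, and Mki67 reaches 80.3% in cluster 6.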

Our results identified the expected distribution of intratumoral CD8^+^ T cell phenotypes, including stem-like (Clusters 0,4, and 8), effector-like (Cluster 2), and more terminally exhausted (Cluster 5) clusters (**Figure 3B**). Pseudotime trajectories generated by Monocle support a transitional relationship between these stem-like and effector/exhausted fates (**Figure 3C**). 

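No trajectory was fitted here. The links between clusters in the neighbour graph were measured instead, as the summed edge weight between a pair of clusters divided by the weight their total links would give at random. This ratio was 0.152 between cluster 1 and cluster 3, 0.222 between clusters 3 and 6, and 0.0340 between clusters 1 and 6. Of the links that cluster 1 sends to other clusters, 43.1% went to cluster 3 and 40.1% to cluster 2. Cluster 2 is an unnamed cluster with Cd4 in 35.4% of its cells, against 0.870% of B cell-like cells. Links of this size were therefore not limited to clusters with Cd8a. Between cluster 1 and the B cell-like cluster the ratio was 0. The ratio carries no direction, so it does not tell which cluster comes first.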

We assessed the relative fraction of each CD8^+^ T cell cluster across groups in our dataset; however, we did not observe significant differences, consistent with our earlier observations that tumor CD8^+^ T cell populations are not dramatically changed in the TME at day 17 (**Figure S4E**). Considering that the effects of EZH2i will likely be more pronounced after 16 days of treatment, we queried the gene pathways and cellular functions that were impacted by inhibition of EZH2 after 16 days of treatment *in vivo*. We compared the effects of EZH2i to vehicle control across all CD8^+^ T cell subsets using the Hallmark Gene Set Collection, observing that the top pathways affected by EZH2i treatment were effector and memory gene programs as well as apoptosis (**Figure 3D**) (**Tables S2, S3**). To identify molecular mechanisms associated with CD8^+^ T cell dysfunction upon EZH2i treatment, we assessed changes in gene expression within individual CD8^+^ T cell clusters. Cluster 0 was found to be the most impacted as evidenced by over 500 differentially expressed genes (DEG) compared to the other clusters, Cluster 2 (88 DEG), Cluster 4 (0 DEG), Cluster 5 (51 DEG), and Cluster 8 (17 DEG). Cluster 0 was found to possess an early activation gene signature (**Figure 3B**), impaired T cell activation-associated gene pathways (**Figure 3D**), and the most extensive changes in gene expression. Thus, EZH2i impair the early effector differentiation of CD8^+^ T cells, consistent with our tumor and OVA immunization results.

**Figure 3:**
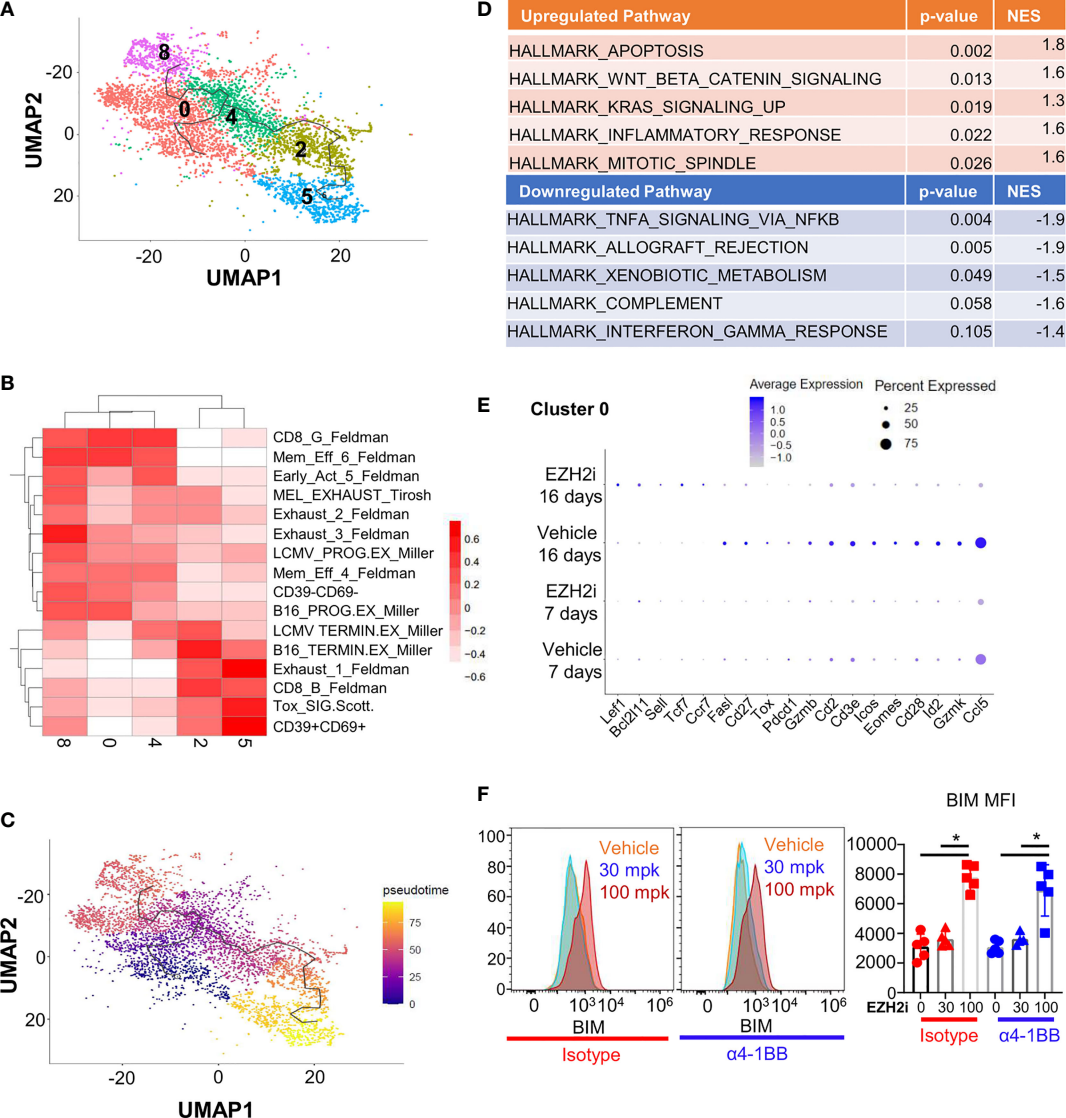
EZH2i impact the transcriptional effector program and pro-apoptotic protein expression. MC38 tumor cells were implanted in naïve mice and treated for 16 or 7 days prior to takedown with 100 mpk EZH2i. CD45^+^ T cells were isolated and scRNA-Seq performed with subsequent lymphocyte reclustering and focusing on CD8^+^ clusters **(A)**. GSVA heatmap depicting CD8^+^ clusters aligned to publicly available CD8^+^ populations found in exhaustion models **(B)**. Monocle analysis was performed to determined trajectory of differentiation within CD8^+^ clusters in pseudotime **(C)**. Pathways most impacted in CD8^+^ T cells by EZH2i treatment were determined by comparing DEG lists to Hallmark molecular signatures database. The top 5 up- and downregulated pathways are shown **(D)** and the complete lists can be found in **Tables S2**, **S3**. Dot plot of curated DEG of interest from the cluster with the most DEG (Cluster 0) are depicted **(E)**. BIM levels were determined *in vivo* at day 5 post OVA immunization (from **Figure 2**) **(F)**. Representative histograms (**F**, left two panels) and pooled data (**F**, right) were determined by intracellular flow cytometry. Mice treated with isotype are marked in red; mice treated with α4-1BB are marked in blue. Vehicle treated control mice are marked with circles; triangles indicate 30 mpk EZH2i treatment while squares indicate 100 mpk EZH2i treatment. NES indicates normalized enrichment score. Asterisks (*) indicate p<0.05 as determined by 2way ANOVA and *post hoc* comparison of group means.

Focusing on Cluster 0, EZH2i significantly increased memory-associated genes, including *Tcf7* (encoding TCF-1), *Lef1* (LEF-1), *Ccr7* (CCR7), and *Sell* (CD62L) after 16 days of treatment, and a similar trend was observed after only 7 days (**Figure 3E**). Concordantly, other clusters after both 7 and 16 days of treatment expressed a similar pattern (**Figure S5A**). Our protein immunization experiments supported these findings, where 100 mpk dosing with EZH2i resulted in increased TCF-1 levels (**Figure S5B**) and more central memory (CD44^+^CD62L^+^) phenotype (**Figure S5C**). These characteristics demonstrate that inhibiting EZH2 during the effector phase can have long-term effects on the memory population, as dosing with EZH2i was discontinued after day 10 post-immunization.

Consistent with reduced effector pathway activation, treatment with EZH2i was associated with a reduction in effector-associated molecules in Cluster 0, including *Id2* (ID2), *Gzmb* (Granzyme B), *Gzmk* (Granzyme K), *Ccl5* (CCL5/RANTES), and *Tox* (TOX) (**Figure 3E**). Notably, we observed increased expression of *Bcl2l11* encoding pro-apoptotic protein BIM was significantly increased in this cluster (**Figure 3E**) and more highly expressed in other clusters with EZH2i treatment (**Figure S5A**). Previous work targeting EZH2 in T cells purported that loss of BCL2 was responsible for the survival defect in activated CD8^+^ T cells, but *Bcl2* was not identified as being differentially expressed in this cluster (31). However, as the balance of these apoptotic molecules can impact CD8^+^ T cell effector survival, this increased pro-apoptotic BIM expression could explain the reduced survival of effector cells *in vivo* (32). Using our previous immunization model (**Figure 2A**), we determined the BIM levels in early effectors at day 5 post OVA immunization. We discovered a significant increase in BIM levels with 100 mpk dosing of EZH2i (**Figure 3F**). BCL2 levels are also significantly increased, although not as much as BIM (**Figure S6A**). This relative fold induction of BIM over BCL2 decreased over time, restoring the balance between pro- and anti-apoptotic molecules that could explain the intact memory pool (**Figure S6B**). This scRNA-Seq data suggested that EZH2i influences the stability of recently activated CD8^+^ T cells. Considering the reduced recovery of effector cells post treatment, our data suggest that viability may be influenced *via* increased pro-apoptotic BIM expression and imbalanced memory- and effector-associated gene profiles.

### EZH2i Compromises Activated CD8^+^ T Cell Viability *In Vitro*

The loss of donor recovery with high dose EZH2i could be explained by skewed differentiation, reduced survival, or a combination of these two factors. To gain more insight into cell-intrinsic effects of high dose EZH2i on effectors, we exposed isolated murine CD8^+^ T cells to biologically relevant concentrations of EZH2i *in vitro* (**Figure 4A**). Confirming the data *in vivo*, EZH2i could reduce the H3K27me3 status by approximately 50% by day 2 post activation compared to vehicle control (**Figure 4B**). By day 6 post-activation, EZH2i were found to significantly reduce the viability of activated cells by nearly 30%, which only further declined over time (**Figure 4C**). Given the increased BIM observed in the scRNA-Seq data (**Figure 3E**) and donor cells (**Figure 3F**) we stained for BIM levels *in vitro.* We found significant induction compared to vehicle-treated control T cells on day 4 (**Figure S6C**), and day 6 post-activation (**Figure 4D**). To see if these findings translate to humans, we activated isolated human CD8^+^ T cells *in vitro* in the presence of EZH2i. We found a similar, potent reduction in H3K27 trimethylation status compared to vehicle control-treated T cells (**Figure 4E**) with a concomitant reduction in viability (**Figure 4F**). We also observed higher intracellular staining for BIM, consistent with the observation made in murine CD8^+^ T cells (**Figure 4D**), namely, that EZH2i exposure induces increased expression of this pro-apoptotic protein (**Figure 4G**). Together, these data support the conclusion that persistent high-dose EZH2i impairs CD8^+^ effector T cell responses leading to increased BIM expression that may contribute to the loss of CD8^+^ T cell survival in a T cell-intrinsic manner.

**Figure 4:**
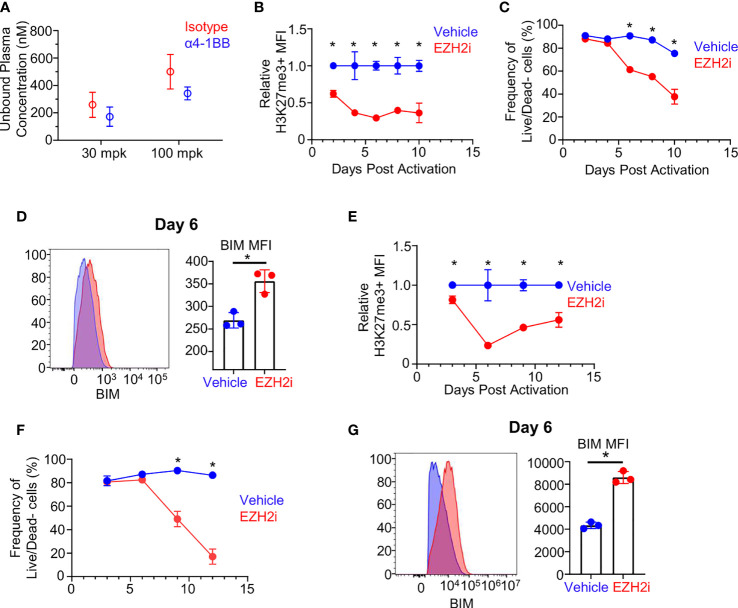
Effect of EZH2i on BIM expression and effector survival is CD8^+^ T cell intrinsic. Biologically relevant exposure of *in vivo* activated CD8^+^ T cells was determined by calculating the free unbound plasma concentration of EZH2i **(A)** (from mice in **Figure 2**) at 3 hours after treatment on day six post OVA/PolyI:C administration. Using the 100 mpk exposure concentration (~500 nM), isolated and activated murine CD8^+^ T cells were exposed to EZH2i and the relative reduction in H3K27me3 status **(B)** and viability **(C)** were tracked over time. BIM levels were determined on day 6 post activation. Representative histogram (**D**, left panel) and pooled data (**D**, right panel) are shown. Isolated human CD8^+^ T cells were activated *in vitro* and relative reduction of H3K27me3 status **(E)** and viability **(F)** were determined. Human BIM levels were determined at day 6 post activation. Representative histogram (**G**, left panel) and pooled data (**G**, right panel) are shown. Blue indicates vehicle-treated cultures. Red indicates EZH2i treated-cultures at 500 nM (mouse) or 300 nM (human) concentrations. Gaussian distribution was determined by normality test and subsequent appropriate statistical test, unpaired student’s t-test or Mann-Whitney U, was performed to determine significance. Asterisks (*) indicated significant findings; p ≤ 0.05. For **(A–D)**, results representative of 2 independent experiments.

## Conclusions

Here, we show that using EZH2i can compromise the efficacy of α4-1BB using *in vivo* syngeneic tumor models and link this to the loss of cytotoxic CD8^+^ T cell populations. We concluded that EZH2i impair the antigen-specific CD8^+^ T cell response in terms of expansion and effector function and demonstrated these effects to be dose-dependent. Despite the compromised effector program, the generation of CD8^+^ T cell memory remains intact. Our use of scRNA-Seq provided insight into the reduced effector programming mediated by EZH2i treatment. Analysis of DEG due to EZH2i revealed an increase in BIM levels that potentially influences CD8^+^ T cell survival, which was reproduced *in vitro* using mouse and human culture systems.

Successful combination of EZH2i and IO therapies remains possible, as evidenced by previous studies that successfully promoted tumor regression (7, 9, 10). However, our studies demonstrate that EZH2i compromise the efficacy of agonistic α4-1BB, and thus not all IO agents may be candidates for combination therapy. This lack of synergy is likely because α4-1BB induces the rapid proliferation of CD8^+^ T cells requiring EZH2 for full effector differentiation and programming. These results are supported by acute viral infection models where ablation of *Ezh2* compromised the antigen-specific T cell response and recapitulated many of the phenotypes we observed here, including skewed differentiation and reduced survival (15, 16). These data emphasize the complexity of combination therapies and careful consideration that must be given when simultaneously targeting cancer and immune cells to promote robust antitumoral responses.

## Data Availability Statement

The data presented in the study are deposited in the Gene Expression Omnibus repository, accession number GSE188473.

## Ethics Statement

All experiments and procedures were conducted under approved protocols by the Institutional Animal Care and Use Committee (IACUC) (LAJ-2019-01347).

## Author Contributions

Project conception: SS-A and SP. Experiments: CJS, EH, HZ, CL, SP, and CD. Analysis: CJS, WY, EH, TX, SP, GDT, and SS-A. Manuscript drafting: CJS, GT, and SS-A. Directly provided contributions, read, and approved the final manuscript: all authors.

## Funding

Funding for this work was provided by Worldwide Research, and Development and Medical group of Pfizer Inc.

## Conflict of Interest

All authors are/were employed by Pfizer Inc. (CS, GT, EH, CD, and WY are currently employed by Pfizer Inc. SS-A, SP, and HZ were employed by Pfizer Inc.).

This study received funding from Worldwide Research, and Development and Medical group of Pfizer Inc. The funders held no part in the study design, data collection, and analysis, decision to publish, or preparation of the manuscript. All authors declare no other competing interests.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: EZH2 Inhibition Compromises α4-1BB-Mediated Antitumor Efficacy by Reducing the Survival and Effector Programming of CD8+ T Cells
**Source:** Front Immunol. 2021 Nov 24;12:770080. doi: 10.3389/fimmu.2021.770080
**Supplement:** Supplementary file 1

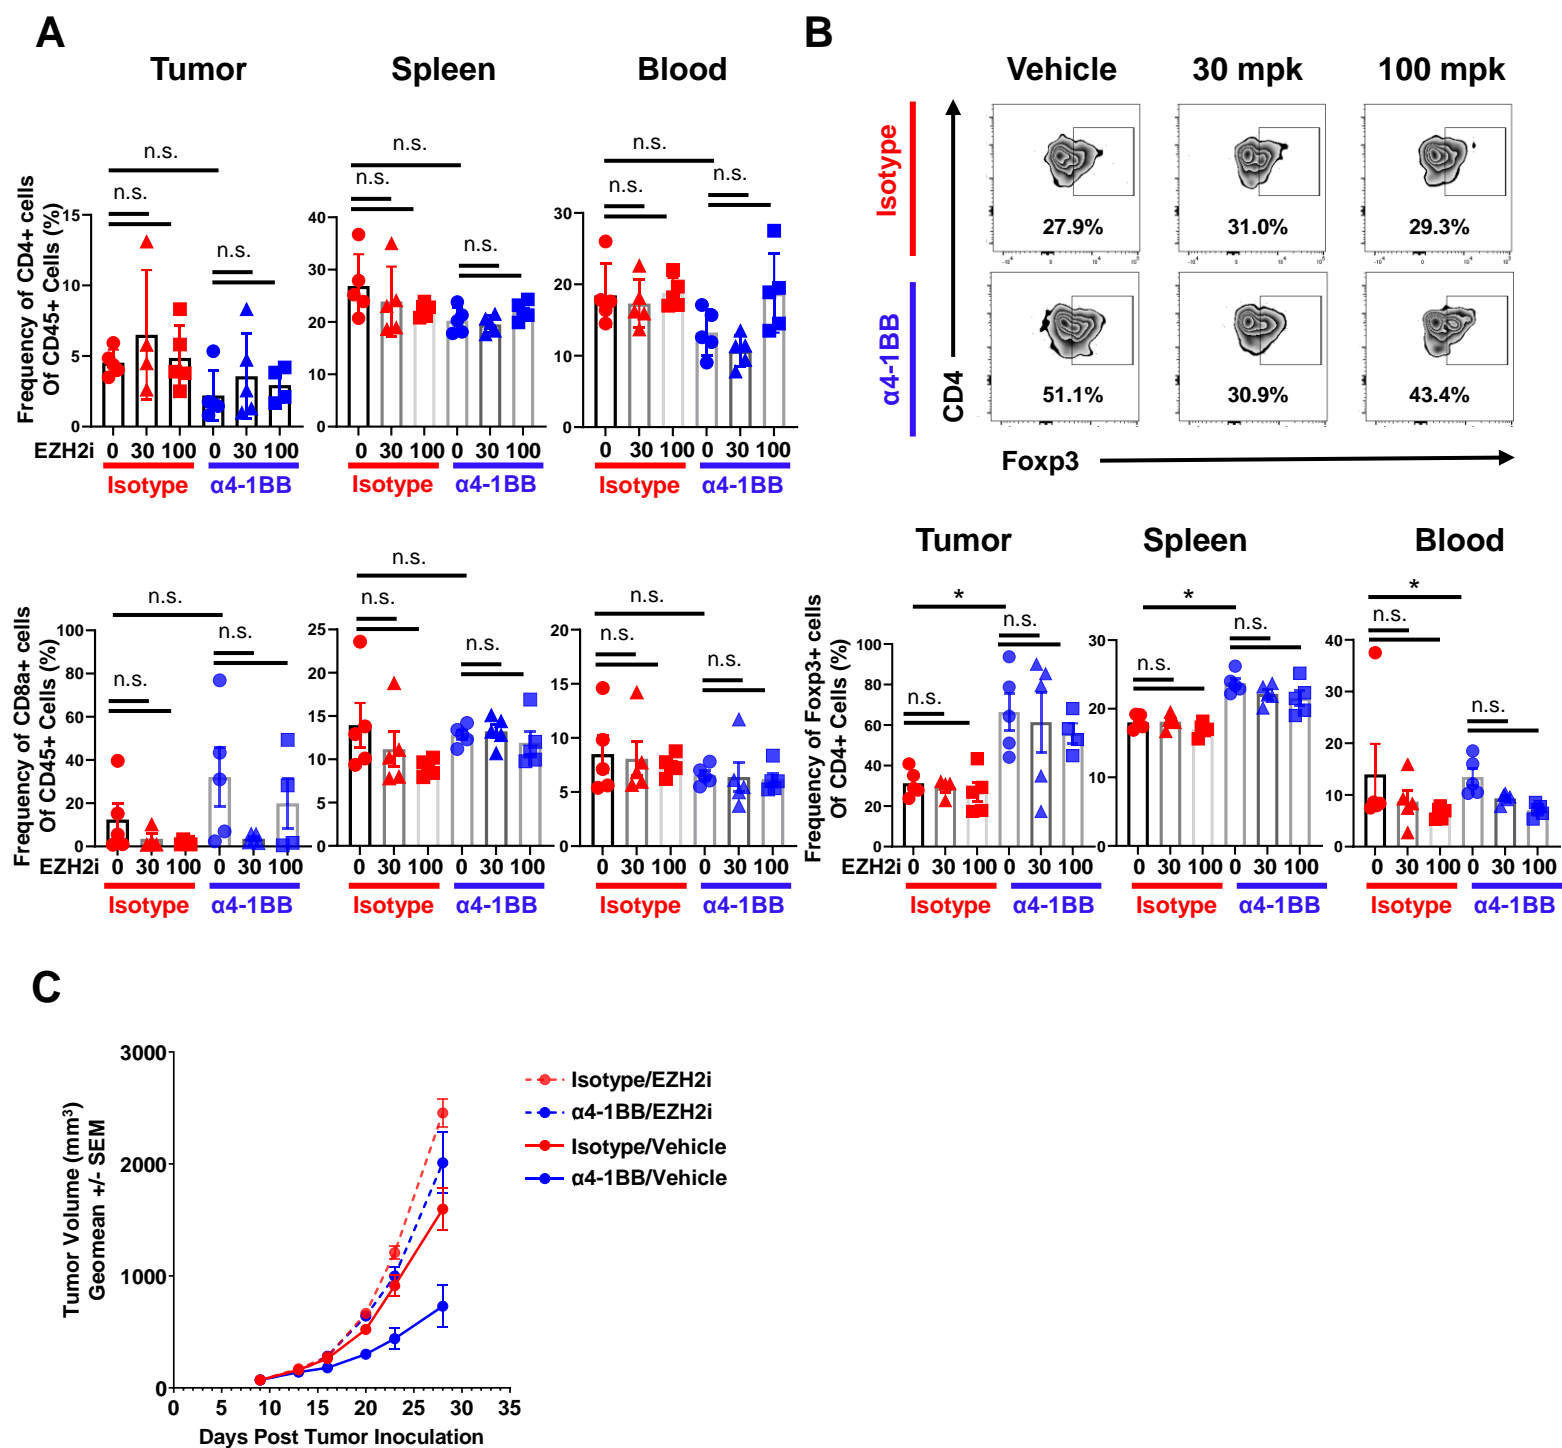

**Figure S1.** Differences in the frequency of T cell populations from CT26-tumor bearing mice (from Fig 1) were determined in terms of total CD4<sup>+</sup> (A, upper panel) and CD8<sup>+</sup> (A, lower panel) T cells as well as Treg cells (CD4<sup>+</sup>Foxp3<sup>+</sup>) (B), shown in representative FACS plots for tumor samples (B, upper panel), and pooled data (B, lower panel) from day 17 post implantation. C57BL/6 mice were implanted with MC38 cells and treated daily with EZH2i (at 100 mpk). When tumors reached ~70 mm<sup>3</sup>,  $\alpha$ 4-1BB or isotype (3 mpk) was administered every 3 days for a total of 3 doses, s.c. Tumor growth rate was tracked until humane endpoint (C). For A and B, mice treated with isotype are marked in red; mice treated with  $\alpha$ 4-1BB are marked in blue. Vehicle-treated control mice are marked with circles; triangles indicate 30 mpk EZH2i treatment while squares indicate 100 mpk EZH2i treatment.  $n \geq 4$  mice per group for CT26 tumor model (A-B).  $n \geq 7$  mice per group for MC38 tumor studies (C). Asterisks (\*) indicated significant findings;  $p \leq 0.05$ . n.s. indicates non-significant result.

**A**

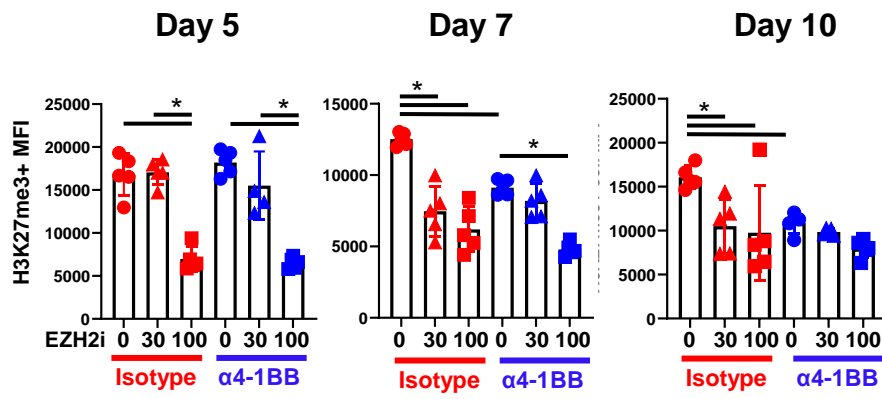

**B**

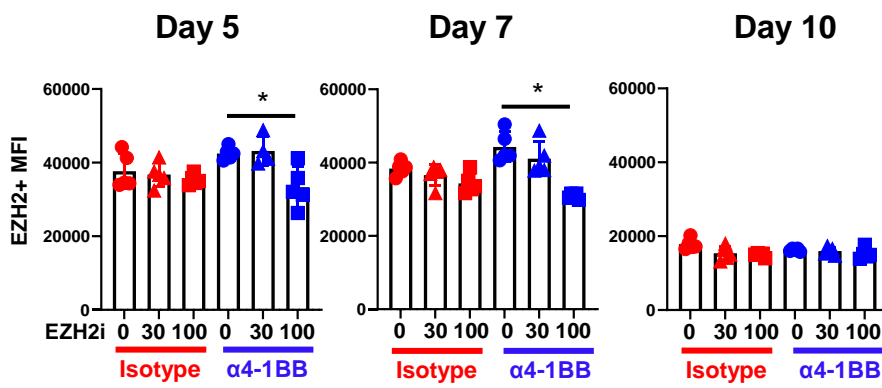

**C**

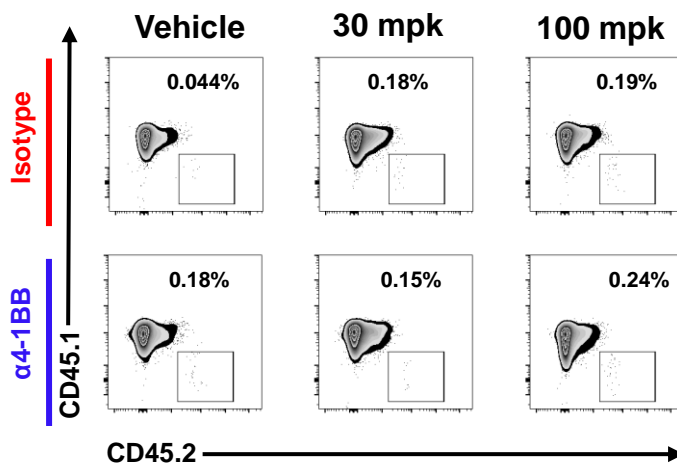

(Figure S2 continued on following page)

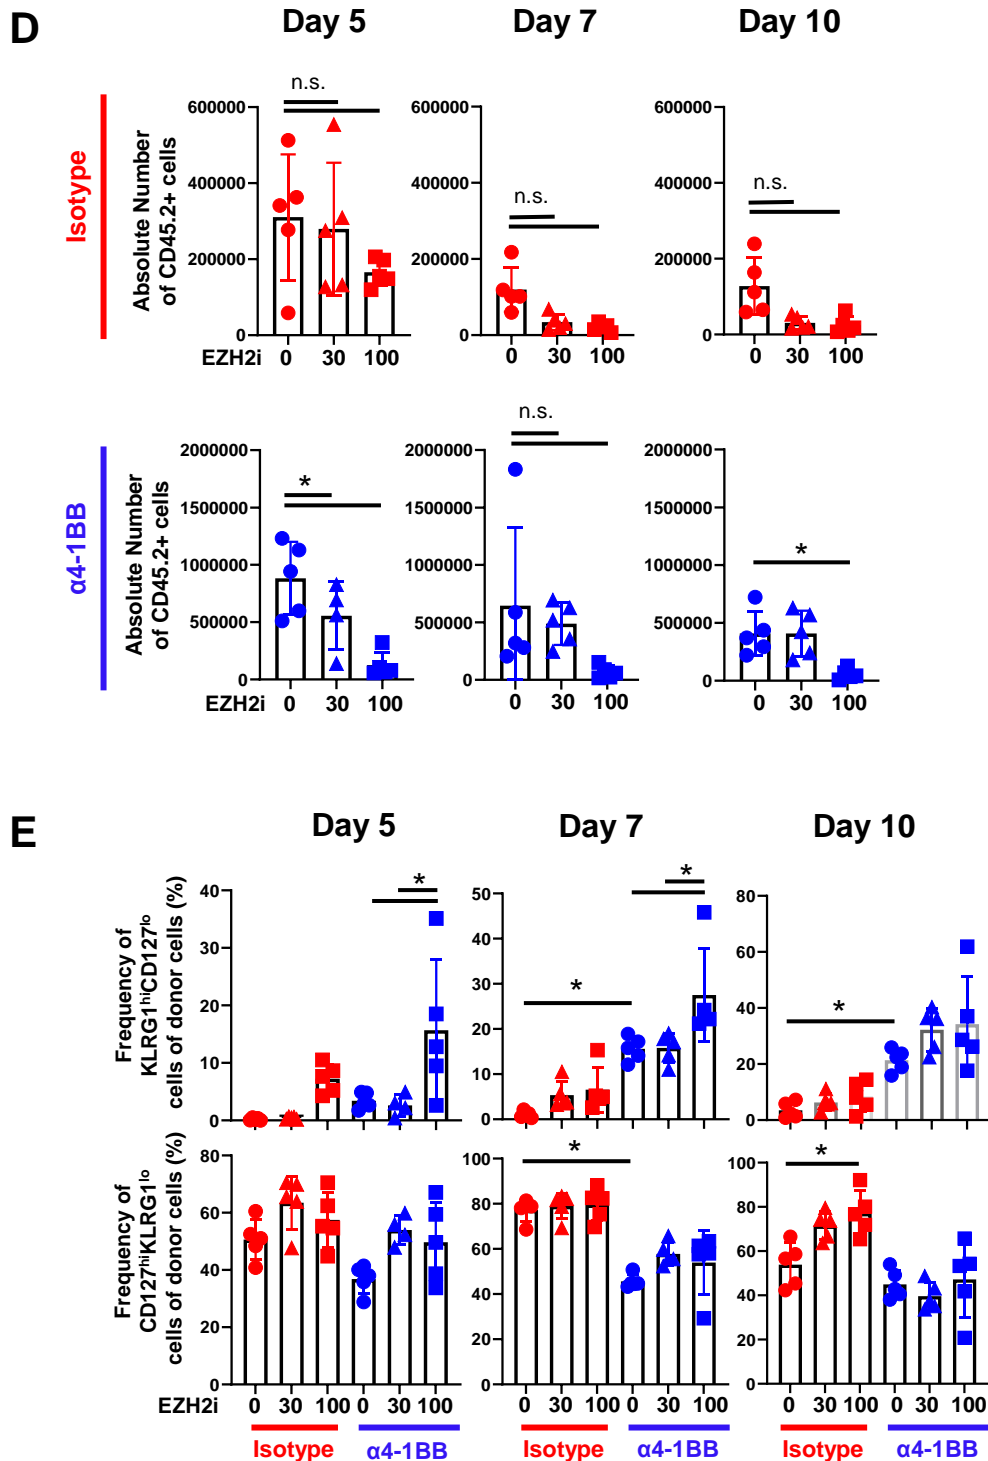

**Figure S2.** On days 5, 7, and 10 post immunization with OVA, donor cells were detected in recipient mice and stained for H3K27 trimethylation status (H3K27me3). The H3K27me3 (A) and EZH2 (B) median fluorescence intensity (MFI) was determined via intranuclear flow cytometry staining. Flow cytometry panels depicting frequency of endogenous (CD45.1+) versus donor (CD45.2+) activated (CD44+ pregate) splenic CD8+ T cells at day 3 post immunization (C). Absolute number of donor cells recovered from recipient animals over the course of the acute response was calculated (D). The frequency of SLEC (KLRG1<sup>hi</sup>CD127<sup>lo</sup>) (E, upper panel) and MPEC (CD127<sup>hi</sup>KLRG1<sup>lo</sup>) (E, lower panel) phenotype cells was determined by flow cytometric staining on days 5, 7, and 10 post activation. Mice treated with isotype are marked in red; mice treated with  $\alpha 4-1BB$  are marked in blue. Vehicle-treated control mice are marked with circles; triangles indicate 30 mpk EZH2i treatment while squares indicate 100 mpk EZH2i treatment. Asterisks (\*) indicate  $p < 0.05$  as determined by 2way ANOVA and post hoc comparison of group means.  $n \geq 4$  mice per group for immunization studies (A-E).

**A**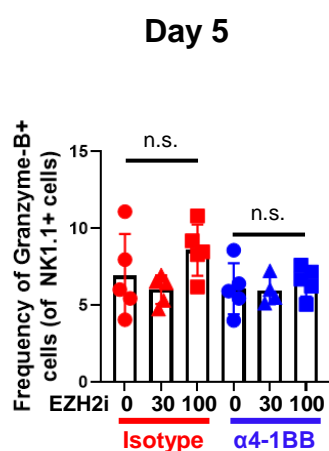**B**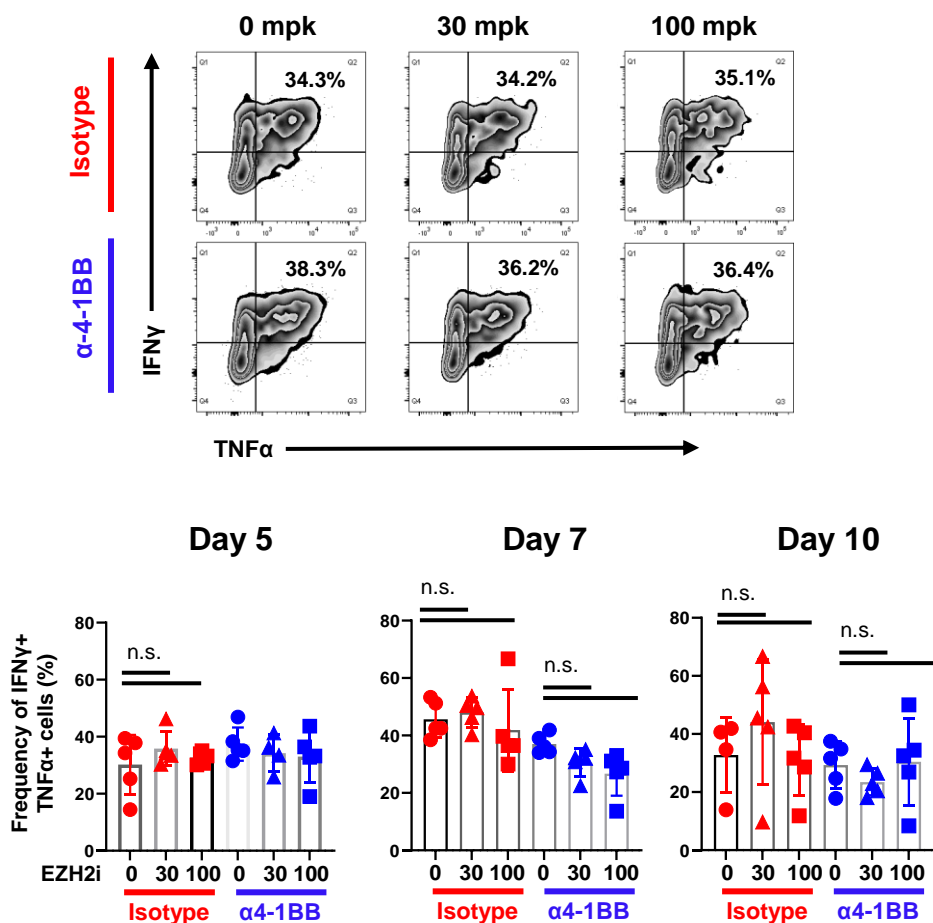**C**

### Secondary Effectors

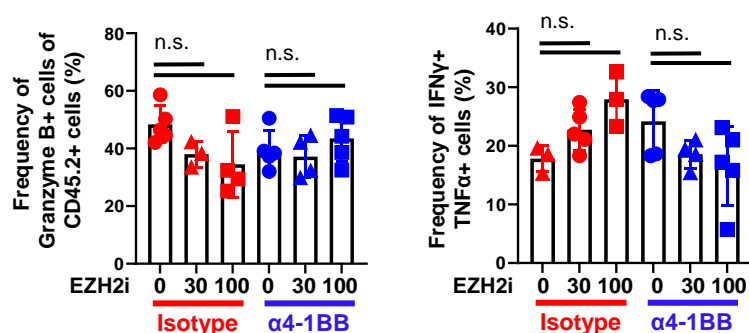

**Figure S3.** The frequency of Granzyme B<sup>+</sup> Natural Killer cells (A) was determined by flow cytometry from mice treated with EZH2i on day 5 post OVA immunization (Fig 2). The polyfunctionality (TNFα<sup>+</sup>IFNγ<sup>+</sup>) of OT-I<sup>+</sup> donor cells was determined after *ex vivo* stimulation with cognate antigen and intracellular staining. Representative FACS plots from day 5 stimulated samples are shown (B, upper panel) as well as bar charts showing pooled, cumulative data (B, lower panel). On day 5 post secondary OVA immunization (Fig 2E), the frequency of Granzyme B<sup>+</sup> secondary effectors was determined by intracellular staining (C). Mice treated with isotype are marked in red; mice treated with α4-1BB are marked in blue. Vehicle-treated control mice are marked with circles; triangles indicate 30 mpk EZH2i treatment while squares indicate 100 mpk EZH2i treatment. Asterisks (\*) indicate *p*<0.05 as determined by 2way ANOVA and post hoc comparison of group means. *n* ≥ 3 mice per group for immunization studies (A-C).

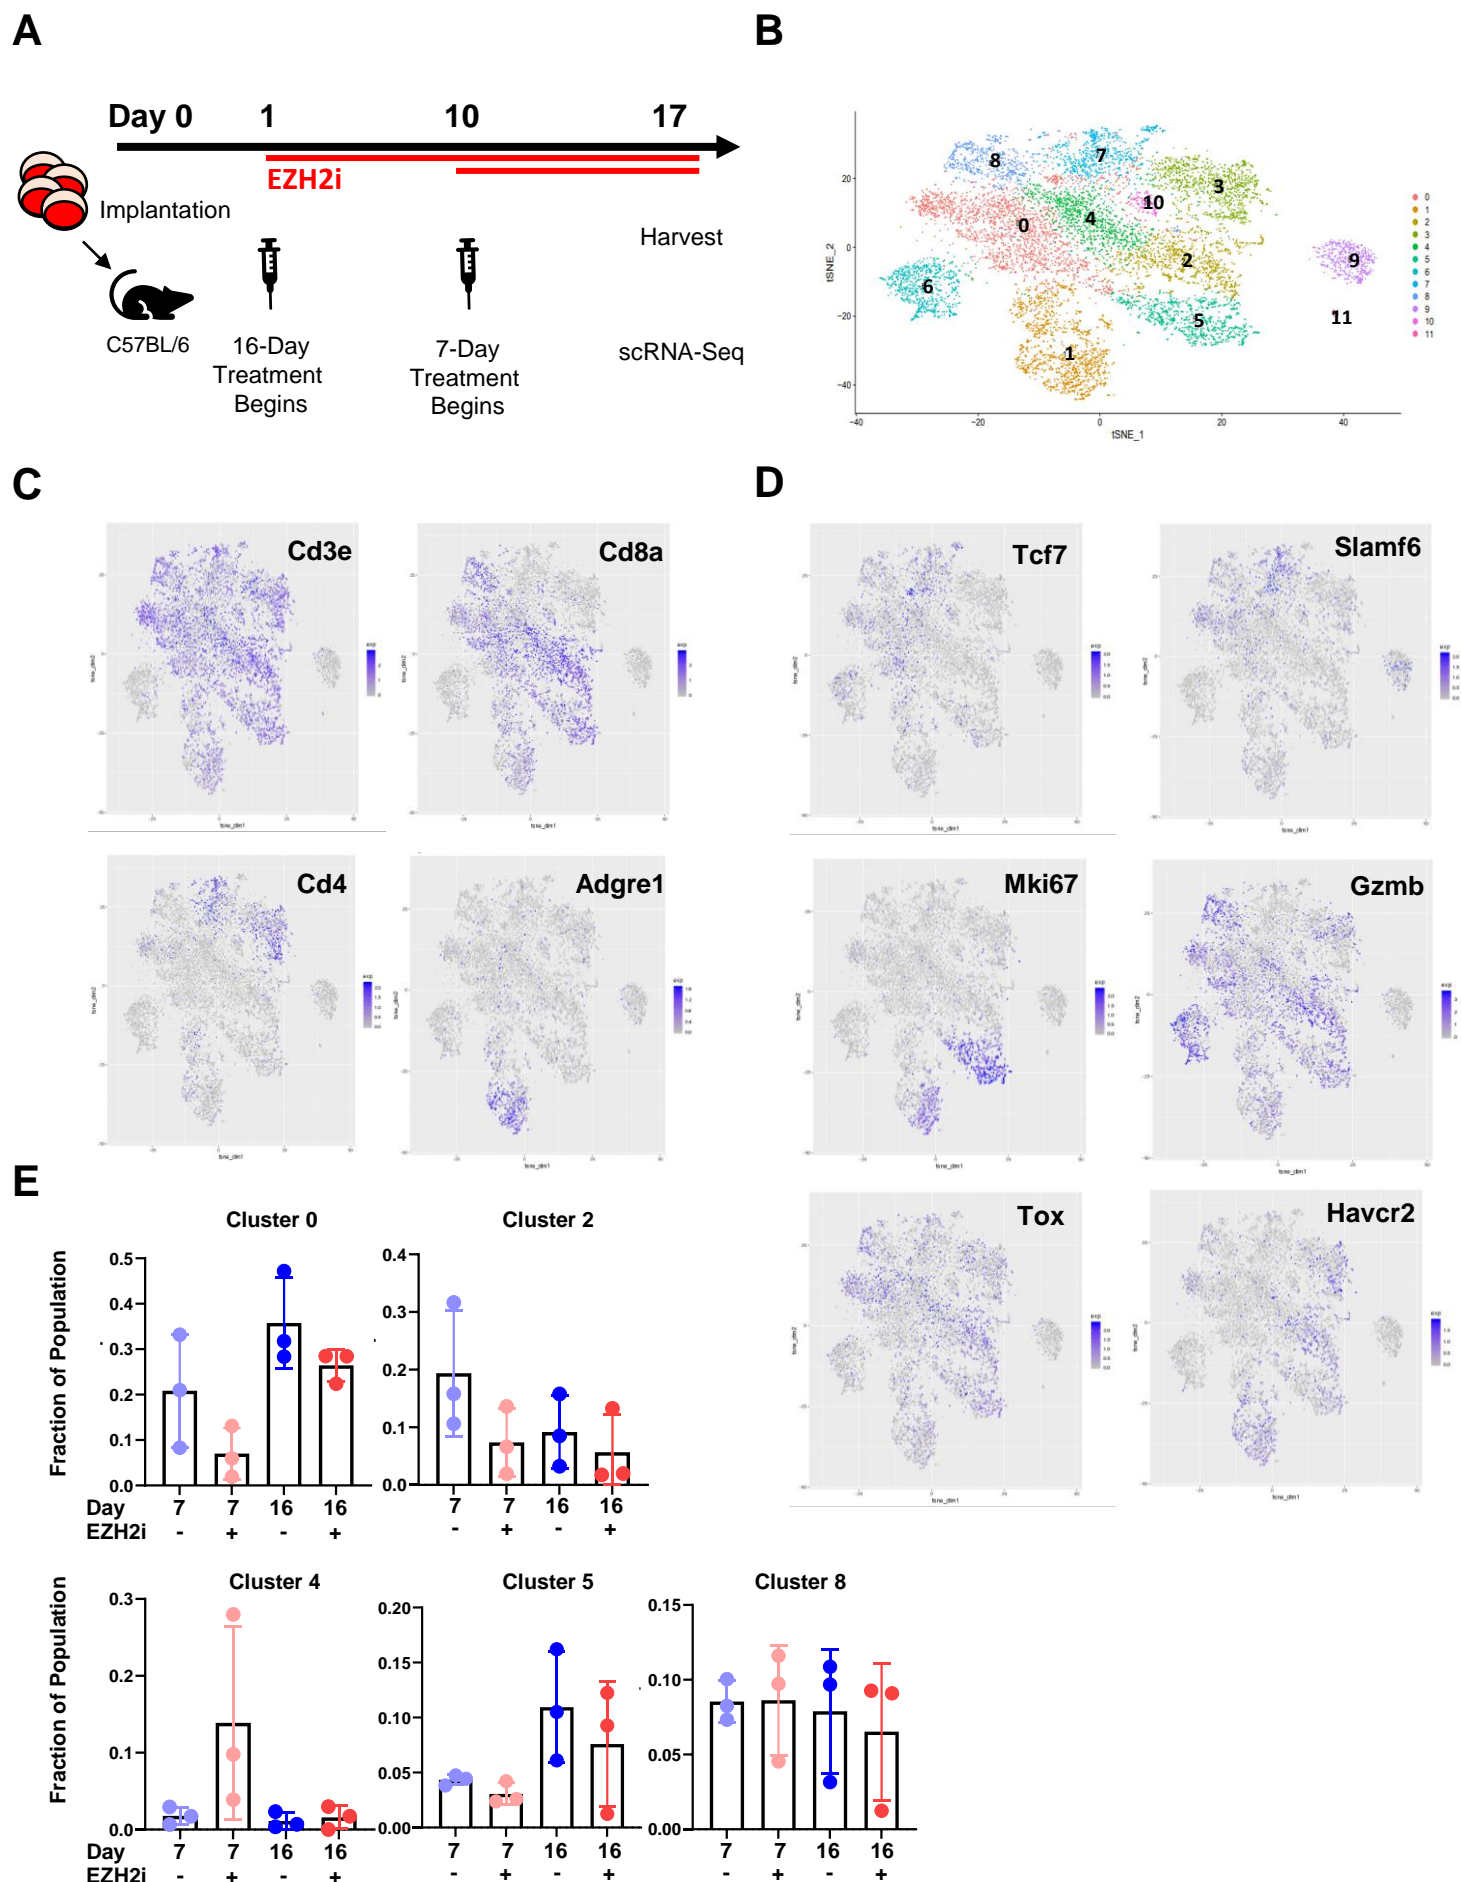

**Figure S4.** MC38 tumor cells were implanted in naïve mice and treated for 16 or 7 days prior to takedown with 100 mpk EZH2i (A). CD45<sup>+</sup> T cells were isolated and scRNA-Seq performed with subsequent lymphocyte reclustering identifying 12 clusters (B). Feature maps depict CD8<sup>+</sup> T cell clusters by high coexpression *CD3e* and *Cd8a* and low expression of *Cd4* and *Adgre1* (F4/80) (C). Features plots showing T cell cluster defining genes *Tcf7*, *Mki67*, *Tox*, *Slamf6*, *Gzmb*, and *Havcr2* (D). Dot plots are shown illustrating the fraction of each CD8<sup>+</sup> cluster defined as it appears in Figure 3A after 7 or 16 days of either vehicle or EZH2i prior to isolation of CD45<sup>+</sup> cells (E).

**A**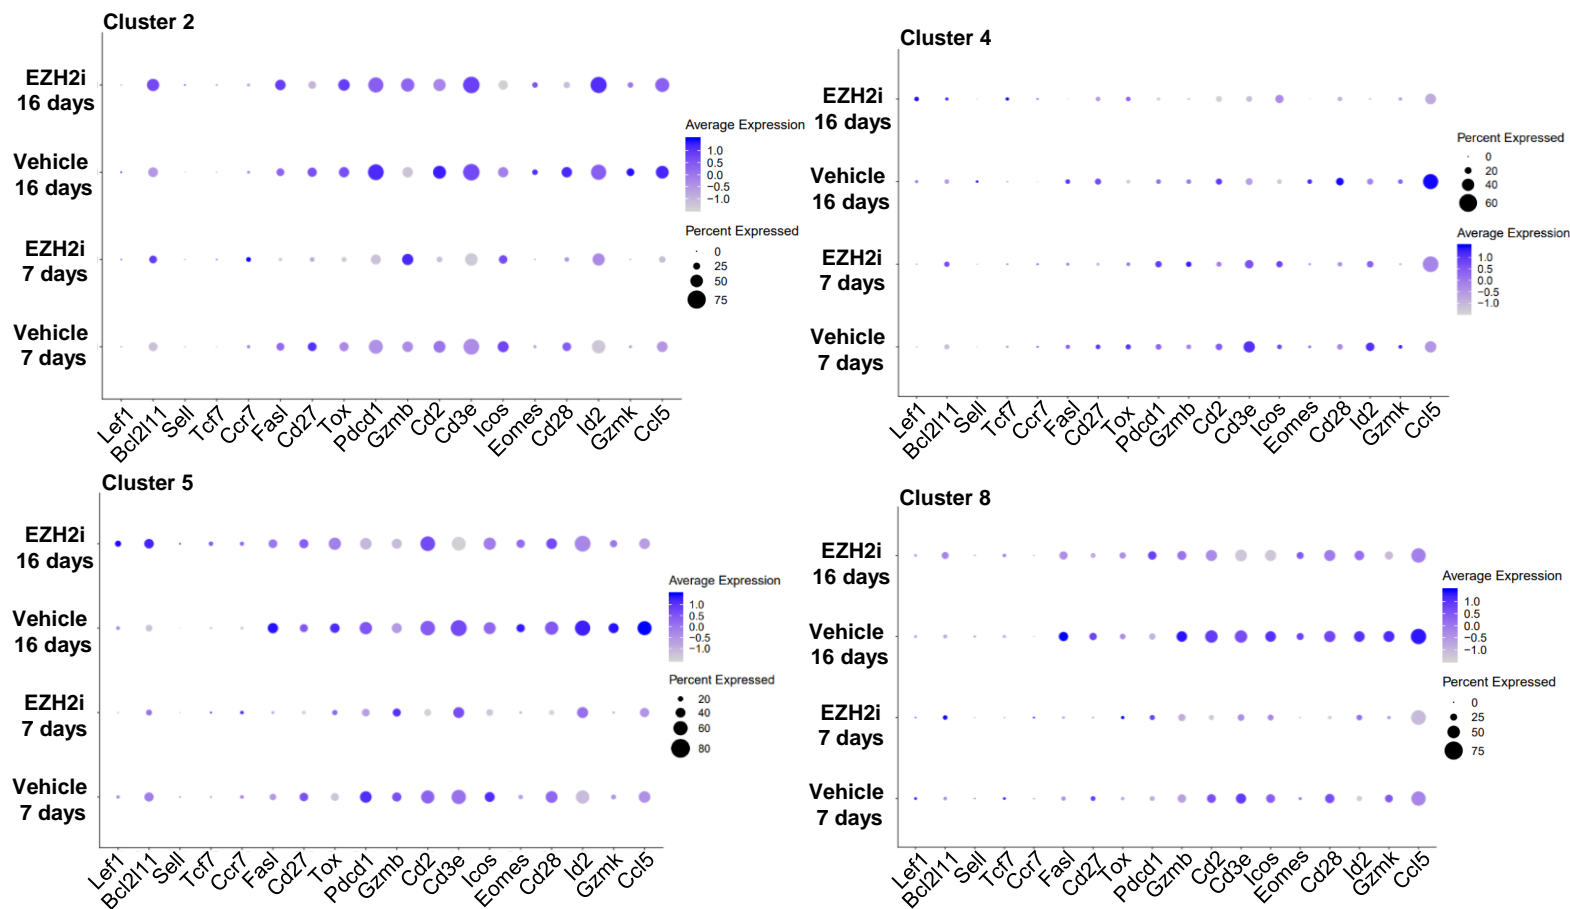**B****Day 35**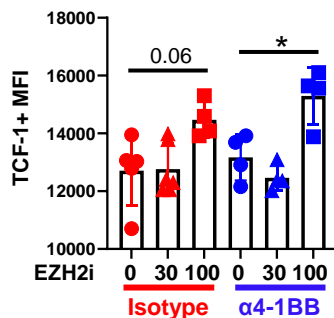**C****Day 35**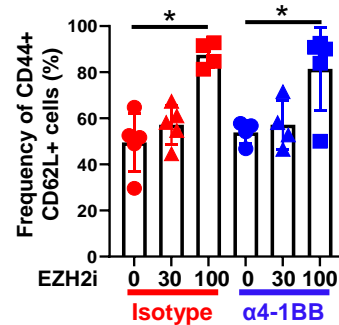

**Figure S5.** Curated genes of interest are depicted in dotplots from the reclustered lymphocyte CD8<sup>+</sup> T cell clusters in Figure 3A (A). From mice treated as in Figure 2E without a secondary immunization, the phenotype of resting memory cells was characterized by flow cytometric staining for expression of TCF-1 by MFI (B) and central memory phenotype (CD44<sup>+</sup>CD62L<sup>+</sup>) (C). Mice treated with isotype are marked in red; mice treated with α4-1BB are marked in blue. Vehicle treated control mice are marked with circles; triangles indicate 30 mpk EZH2i treatment while squares indicated 100 mpk EZH2i treatment. Asterisks (\*) indicate  $p < 0.05$  as determined by 2way ANOVA and post hoc comparison of group means.  $n \geq 3$  mice per group for immunization studies (B-C).

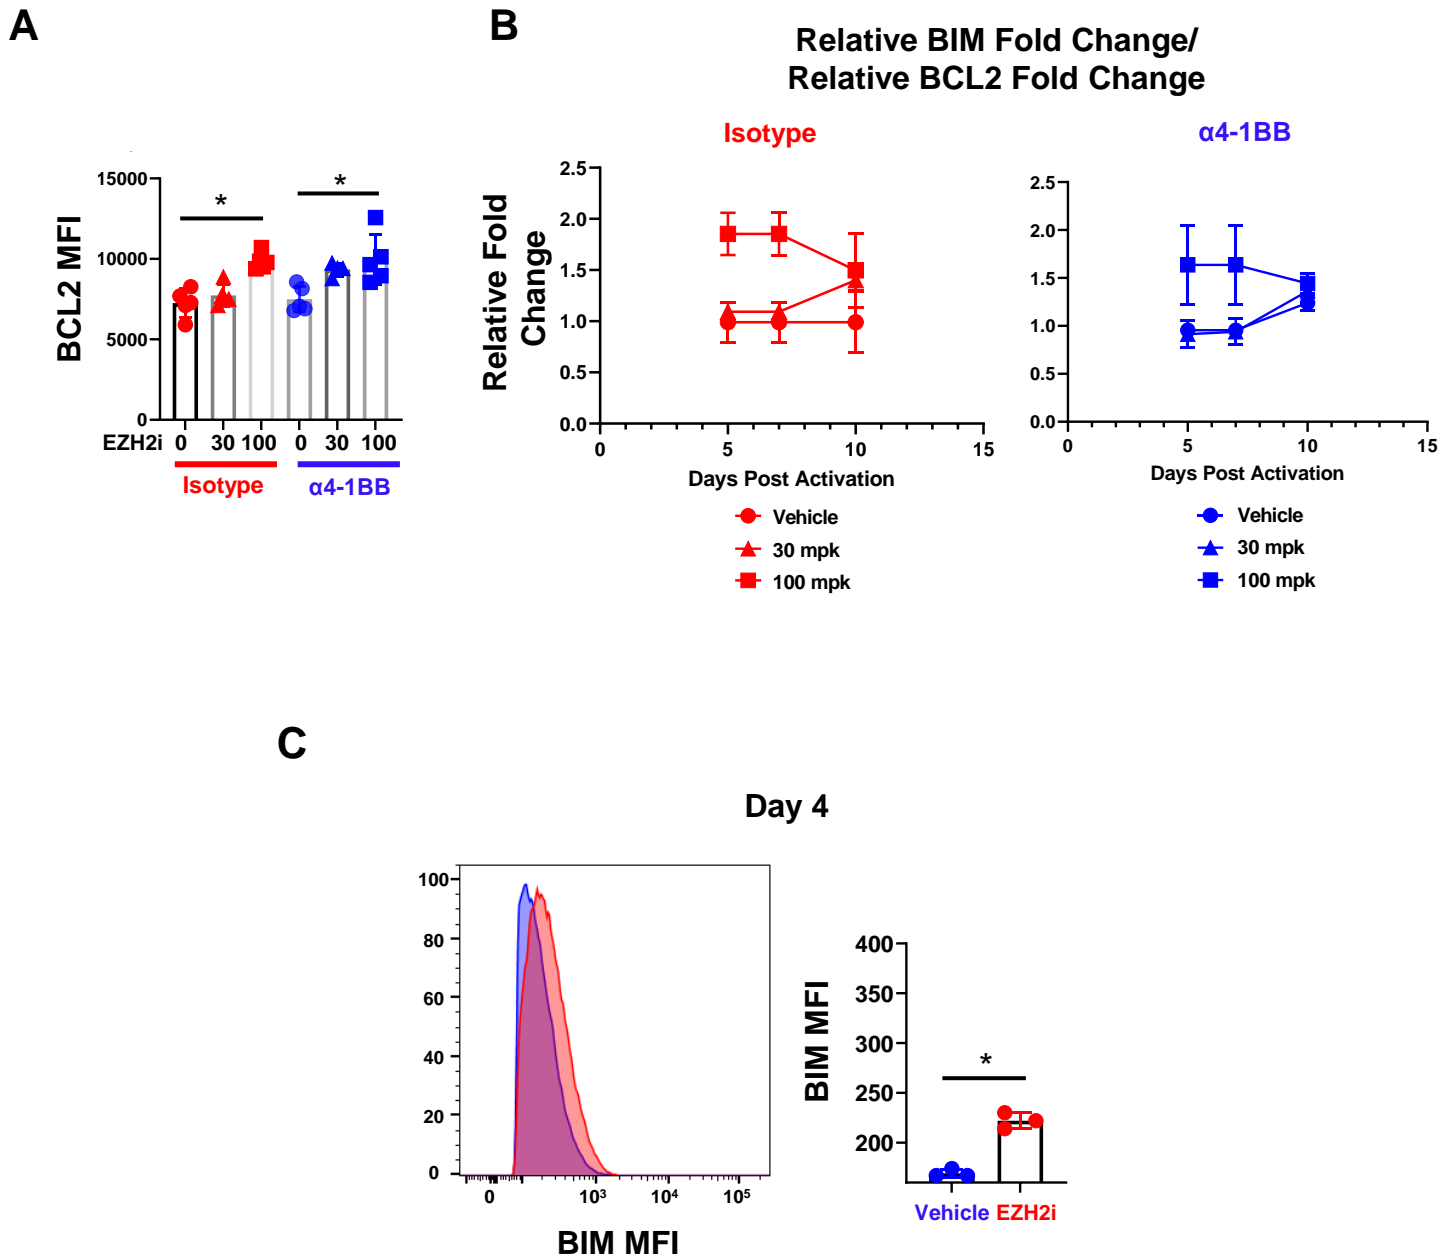

**Figure S6.** The induction of anti-apoptotic protein BCL2 was determined in effectors (Fig 3F) (A, left panel). The relative induction of pro-apoptotic BIM was compared to the relative induction of anti-apoptotic BCL2 and tracked over the acute response (B). *In vitro* isolated and activated CD8<sup>+</sup> T cells were stained for BIM at day 4 post activation, shown is a representative histogram (C, left panel) and pooled data (C, right panel) of BIM MFI. For A and B, mice treated with isotype are marked in red; mice treated with α4-1BB are marked in blue. Vehicle-treated control mice are marked with circles; triangles indicate 30 mpk EZH2i treatment while squares indicate 100 mpk EZH2i treatment. Asterisks (\*) indicate  $p < 0.05$  as determined by 2way ANOVA and post hoc comparison of group means.  $n \geq 3$  mice per group for immunization studies. For C, blue indicates vehicle-treated control cells and red indicates EZH2i-treated cells. Gaussian distribution was determined by normality test and subsequent appropriate t-test, unpaired student's t-test or Mann-Whitney U, was performed to determine significance. Asterisks (\*) indicated significant findings;  $p \leq 0.05$ . Results representative of 2 independent experiments.

| Surface Targets       | Marker                                 | Format    | Isotype                       | Company        | Catalogue  | Clone        |
|-----------------------|----------------------------------------|-----------|-------------------------------|----------------|------------|--------------|
|                       | CD4                                    | BUV737    | Rat IgG2a, κ                  | BD Biosciences | 612843     | RM4-5        |
|                       | CD4                                    | BUV496    | Rat IgG2b, κ                  | BD Biosciences | 612952     | RM4-5        |
|                       | CD8a                                   | BUV395    | Mouse IgG1, κ                 | BD Biosciences | 563795     | RPA-T8       |
|                       | CD8a                                   | BUV395    | Rat IgG2a, κ                  | BD Biosciences | 563786     | 53-6.7       |
|                       | CD8a                                   | AF700     | Rat IgG2a, κ                  | Biolegend      | 100730     | 53-6.7       |
|                       | CD44                                   | BUV737    | Rat IgG2b, κ                  | BD Biosciences | 612799     | IM7          |
|                       | CD44                                   | BB700     | Rat IgG2b, κ                  | BD Biosciences | 566507     | IM7          |
|                       | CD45                                   | PerCP     | Rat IgG2b, κ                  | Biolegend      | 103130     | 30-F11       |
|                       | CD45.1                                 | PerCP     | Mouse (A.SW) IgG2a, κ         | Biolegend      | 110726     | A20          |
|                       | CD45.2                                 | BV650     | Mouse (SJL) IgG2a, κ          | Biolegend      | 109836     | 104          |
|                       | CD62L                                  | PE-Dazzle | Rat IgG2a, κ                  | Biolegend      | 104448     | MEL-14       |
|                       | CD62L                                  | BUV563    | Rat IgG2a, κ                  | BD Bioscience  | 741230     | MEL-14       |
|                       | CD127                                  | BV605     | Rat IgG2a, κ                  | Biolegend      | 135041     | A7R34        |
|                       | NK1.1                                  | BUV805    | Rat IgG2a, κ                  | BD Bioscience  | 741993     | 29A1.4       |
|                       | KLRG1                                  | BV510     | Syrian Hamster IgG            | Biolegend      | 138421     | MAFA, 2F1-Ag |
|                       | KLRG1                                  | BV605     | Syrian Hamster                | Biolegend      | 138419     | MAFA, 2F1-Ag |
|                       | TCRbeta                                | BV510     | Armenian Hamster IgG2, λ1     | BD Biosciences | 563221     | H57-597      |
| Intracellular Targets | Marker                                 | Format    | Isotype                       | Company        | Catalogue  | Clone        |
|                       | TCF-1                                  | PE        | Mouse IgG1, κ                 | BD Biosciences | 564217     | S33-966      |
|                       | Tbet                                   | BV421     | Mouse IgG1, κ                 | Biolegend      | 644816     | 4B10         |
|                       | FoxP3                                  | AF532     | Rat IgG2a, κ                  | eBioscience    | 58-5773-82 | FJK-16s      |
|                       | TOX                                    | eFl660    | Rat IgG2a, κ                  | eBioscience    | 50-6502-82 | TXRX10       |
|                       | Eomes                                  | PE-eFl610 | Rat IgG2a, κ                  | eBioscience    | 61-4875-82 | Dan11mag     |
|                       | H3K27me3                               | AF488     | Rabbit IgG                    | CST            | 5499S      | C36B11       |
|                       | Ki-67                                  | BUV395    | Mouse IgG1, κ                 | BD Biosciences | 564071     | B56          |
|                       | BIM                                    | PE        | Rabbit mAb                    | CST            | 12186S     | C34C5        |
|                       | Bcl-2                                  | PE-Cy7    | Mouse IgG1, κ                 | Biolegend      | 633512     | BCL/10C4     |
|                       | TNFα                                   | PE        | Rat IgG1, κ                   | Biolegend      | 506306     | MP6-XT22     |
|                       | IFNγ                                   | BV650     | Rat IgG1, κ                   | Biolegend      | 505832     | XMG1.2       |
|                       | Gran B                                 | Pac Blue  | Mouse IgG1, κ                 | Biolegend      | 515408     | GB11         |
| Viability             | Format                                 |           | Company                       |                | Catalogue  |              |
|                       | BD Fixable Viability Stain 780         |           | BD Biosciences                |                | 565388     |              |
|                       | LIVE/DEAD Fixable Blue Dead Cell Stain |           | Invitrogen (Molecular Probes) |                | L23105     |              |

**Table S1.** Antibodies and Reagents used for flow cytometric staining are listed.

|    | Pathway                                    | p-value  | NES          |
|----|--------------------------------------------|----------|--------------|
| 1  | HALLMARK_APOPTOSIS                         | 0.001793 | 1.824282653  |
| 2  | HALLMARK_WNT_BETA_CATENIN_SIGNALING        | 0.013091 | 1.60330205   |
| 3  | HALLMARK_KRAS_SIGNALING_UP                 | 0.018515 | 1.330213665  |
| 4  | HALLMARK_INFLAMMATORY_RESPONSE             | 0.021504 | 1.63793221   |
| 5  | HALLMARK_MITOTIC_SPINDLE                   | 0.025975 | 1.615810478  |
| 6  | HALLMARK_INTERFERON_ALPHA_RESPONSE         | 0.036782 | 1.486394609  |
| 7  | HALLMARK_IL2_STAT5_SIGNALING               | 0.036782 | 1.486394609  |
| 8  | HALLMARK_INTERFERON_GAMMA_RESPONSE         | 0.04825  | 1.541703975  |
| 9  | HALLMARK_ESTROGEN_RESPONSE_EARLY           | 0.055524 | 1.304876262  |
| 10 | HALLMARK_ESTROGEN_RESPONSE_LATE            | 0.055524 | 1.304876262  |
| 11 | HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION | 0.055524 | 1.304876262  |
| 12 | HALLMARK_XENOBIOTIC_METABOLISM             | 0.055524 | 1.304876262  |
| 13 | HALLMARK_ADIPOGENESIS                      | 0.075437 | 1.279538859  |
| 14 | HALLMARK_MTORC1_SIGNALING                  | 0.075437 | 1.279538859  |
| 15 | HALLMARK_OXIDATIVE_PHOSPHORYLATION         | 0.094685 | -1.279451132 |
| 16 | HALLMARK_IL6_JAK_STAT3_SIGNALING           | 0.120483 | 1.336085042  |
| 17 | HALLMARK_COMPLEMENT                        | 0.13258  | 1.254201456  |
| 18 | HALLMARK_UNFOLDED_PROTEIN_RESPONSE         | 0.133897 | -1.254115466 |
| 19 | HALLMARK_KRAS_SIGNALING_DN                 | 0.171026 | -1.2287798   |
| 20 | HALLMARK_MYC_TARGETS_V1                    | 0.205782 | -1.236089069 |
| 21 | HALLMARK_UV_RESPONSE_UP                    | 0.226472 | 1.190857948  |
| 22 | HALLMARK_SPERMATOGENESIS                   | 0.264349 | -1.165440635 |
| 23 | HALLMARK_BILE_ACID_METABOLISM              | 0.283114 | -1.152772803 |
| 24 | HALLMARK_APICAL_JUNCTION                   | 0.394581 | -1.076765805 |
| 25 | HALLMARK_COAGULATION                       | 0.468819 | -1.026094473 |
| 26 | HALLMARK_TGF_BETA_SIGNALING                | 0.521005 | -0.961476944 |
| 27 | HALLMARK_MYC_TARGETS_V2                    | 0.540431 | -0.944307713 |
| 28 | HALLMARK_HYPOXIA                           | 0.643017 | 0.876404501  |
| 29 | HALLMARK_P53_PATHWAY                       | 0.651435 | -0.858461557 |
| 30 | HALLMARK_ALLOGRAFT_REJECTION               | 0.696163 | 0.815783144  |
| 31 | HALLMARK_TNFA_SIGNALING_VIA_NFKB           | 0.758971 | 0.776290491  |
| 32 | HALLMARK_REACTIVE_OXIGEN_SPECIES_PATHWAY   | 0.846077 | -0.772737813 |
| 33 | HALLMARK_DNA_REPAIR                        | 0.942758 | 0.709447288  |

**Table S2.** Complete list of Hallmark gene set database pathways upregulated with EZH2i after 16 days of treatment from scRNA-Seq data of Cluster 0 (Fig 3). Pathway name, p-value, and normalized enrichment score (NES) are given.

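The paper compared lists of differentially expressed genes with the Hallmark collection, in which each pathway is a list of genes. A normalized enrichment score (NES) is an enrichment scaled for the size of the pathway. Its sign gives the end of a ranked gene list at which the genes of the pathway gather. The paper does not state how its lists were ranked, and its table of upregulated pathways also holds negative scores. The sign is therefore not read as a rise or fall of a pathway here. The paper's Table S2 lists 33 pathways, of which 21 have a positive NES and 12 a negative one. In the paper's table, 8 of them have a p-value under 0.05, and the smallest is 0.00179 for apoptosis, with a NES of 1.82. A total of 8 pathways in 3 sets share both their p-value and their NES with another pathway of the table. Interferon alpha response and IL2 STAT5 signaling, for example, both have 0.0368 and 1.49 in the paper's table. These p-values are the paper's, and were not recomputed because the cells are not tied to a treatment in the sources used here.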

|    | Pathway                                    | p-value     | NES          |
|----|--------------------------------------------|-------------|--------------|
| 1  | HALLMARK_TNFA_SIGNALING_VIA_NFKB           | 0.004087241 | -1.941503742 |
| 2  | HALLMARK_ALLOGRAFT_REJECTION               | 0.004731227 | -1.926210863 |
| 3  | HALLMARK_XENOBIOTIC_METABOLISM             | 0.048608969 | -1.532611243 |
| 4  | HALLMARK_COMPLEMENT                        | 0.057856969 | -1.552105291 |
| 5  | HALLMARK_INTERFERON_GAMMA_RESPONSE         | 0.105208612 | -1.432609931 |
| 6  | HALLMARK_UNFOLDED_PROTEIN_RESPONSE         | 0.109655815 | 1.264912317  |
| 7  | HALLMARK_TGF_BETA_SIGNALING                | 0.122595769 | -1.26083175  |
| 8  | HALLMARK_APICAL_JUNCTION                   | 0.135532591 | 1.36043346   |
| 9  | HALLMARK_MYC_TARGETS_V1                    | 0.155051816 | 1.240303128  |
| 10 | HALLMARK_BILE_ACID_METABOLISM              | 0.159460651 | -1.23620613  |
| 11 | HALLMARK_EPITHELIAL_MESENCHYMAL_TRANSITION | 0.161490683 | -1.317533659 |
| 12 | HALLMARK_KRAS_SIGNALING_UP                 | 0.181067068 | -1.299536811 |
| 13 | HALLMARK_COAGULATION                       | 0.229632048 | -1.244392212 |
| 14 | HALLMARK_FATTY_ACID_METABOLISM             | 0.230985134 | -1.239738961 |
| 15 | HALLMARK_ANDROGEN_RESPONSE                 | 0.24824545  | -1.219123633 |
| 16 | HALLMARK_KRAS_SIGNALING_DN                 | 0.290790204 | -1.162966318 |
| 17 | HALLMARK_ANGIOGENESIS                      | 0.300208367 | -1.142628773 |
| 18 | HALLMARK_PI3K_AKT_MTOR_SIGNALING           | 0.317923074 | -1.145825434 |
| 19 | HALLMARK_INFLAMMATORY_RESPONSE             | 0.407636181 | -1.045648527 |
| 20 | HALLMARK_HEME_METABOLISM                   | 0.422969188 | 1.011134174  |
| 21 | HALLMARK_G2M_CHECKPOINT                    | 0.451397444 | -1.007561452 |
| 22 | HALLMARK_PEROXISOME                        | 0.467491454 | -1.005380284 |
| 23 | HALLMARK_HYPOXIA                           | 0.481968397 | -0.984175369 |
| 24 | HALLMARK_UV_RESPONSE_DN                    | 0.485691418 | -0.97834093  |
| 25 | HALLMARK_SPERMATOGENESIS                   | 0.492143381 | 1.013898589  |
| 26 | HALLMARK_ESTROGEN_RESPONSE_LATE            | 0.517284372 | -0.952186533 |
| 27 | HALLMARK_APOPTOSIS                         | 0.549185113 | -0.922894736 |
| 28 | HALLMARK_IL6_JAK_STAT3_SIGNALING           | 0.633756539 | -0.858241711 |
| 29 | HALLMARK_OXIDATIVE_PHOSPHORYLATION         | 0.653941147 | 0.849013255  |
| 30 | HALLMARK_IL2_STAT5_SIGNALING               | 0.667891024 | -0.830696494 |
| 31 | HALLMARK_DNA_REPAIR                        | 0.675764869 | -0.822911358 |
| 32 | HALLMARK_ESTROGEN_RESPONSE_EARLY           | 0.677577313 | 0.828514691  |
| 33 | HALLMARK_P53_PATHWAY                       | 0.679064825 | -0.817311437 |
| 34 | HALLMARK_MITOTIC_SPINDLE                   | 0.706323228 | 0.802798173  |
| 35 | HALLMARK_CHOLESTEROL_HOMEOSTASIS           | 0.710055885 | 0.805178107  |
| 36 | HALLMARK_INTERFERON_ALPHA_RESPONSE         | 0.711053794 | -0.789888962 |
| 37 | HALLMARK_ADIPOGENESIS                      | 0.771614742 | -0.746840747 |
| 38 | HALLMARK_GLYCOLYSIS                        | 0.823901932 | -0.688615363 |
| 39 | HALLMARK_PROTEIN_SECRETION                 | 0.919977419 | 0.62524232   |
| 40 | HALLMARK_MYC_TARGETS_V2                    | 0.92777288  | -0.719068107 |
| 41 | HALLMARK_E2F_TARGETS                       | 0.931159367 | -0.586378868 |
| 42 | HALLMARK_MTORC1_SIGNALING                  | 0.934936405 | -0.566045632 |
| 43 | HALLMARK_REACTIVE_OXIGEN_SPECIES_PATHWAY   | 0.949592815 | 0.573587094  |
| 44 | HALLMARK_MYOGENESIS                        | 0.958735747 | -0.561570325 |
| 45 | HALLMARK_UV_RESPONSE_UP                    | 0.992463787 | 0.487201711  |

**Table S3.** Complete list of Hallmark gene set database pathways downregulated with EZH2i after 16 days of treatment from scRNA-Seq data of Cluster 0 (Fig 3). Pathway name, p-value, and normalized enrichment score (NES) are given.

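The paper's Table S3 lists 45 pathways, of which 33 have a negative NES and 12 a positive one. In the paper's table, 3 of them have a p-value under 0.05, and the smallest is 0.00409 for TNFA signaling via NFKB, with a NES of -1.94. A total of 32 pathways are in both tables, and for 23 of them the sign of the NES in the paper's Table S2 is the opposite of that in Table S3. For apoptosis the paper's Table S3 gives a NES of -0.92 with a p-value of 0.549.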

How the deposited data were processed for this re-analysis (not part of the article)

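The data are scRNA-Seq libraries of CD45+ cells from MC38 tumors of 12 mice, 3 in each of 4 groups, taken on day 17 after vehicle or EZH2i at 100 mg/kg for 7 or 16 days. The authors prepared 10x Genomics 3' v3 libraries, processed the reads with Cell Ranger 3.0.2 and deposited 1 matrix of UMI counts for all libraries, without normalization; settings of the aligner, genome build and annotation are not given in the sources used here. The barcodes carry a library number from 1 to 12. No sample label, supplementary file or sentence of the paper used here ties these numbers to mice, and they were not inferred from the order of the libraries, the number of cells or the values. The matrix was therefore treated as 1 pooled sample. The tests of EZH2i against vehicle that had been set out before the data were examined (differential expression on counts summed per mouse at 16 and at 7 days, the memory and effector gene lists, the difference between treatment lengths, and the share of each cluster) were not run. For single libraries, values are given one by one or as a range with the median.

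Cells with more than 200 and fewer than 5000 genes and at most 10% mitochondrial UMIs were kept, as the paper states. The counts of each cell were scaled to 10000, log-transformed, reduced to the 2000 most variable genes (scaled, and limited to 10 standard deviations) and to 30 principal components. Each cell was joined to its 20 nearest neighbours, edges with a Jaccard overlap under 0.0667 were dropped, and the graph was divided with leidenalg 0.10.2 on python-igraph 0.11.9 with a fixed seed. No correction between libraries was applied, as the paper's text names none. The resolution of the first clustering was 0.8. For the lymphoid cells it was taken from a grid of 0.2 to 2.0 in steps of 0.1, as the lowest of those with a number of clusters closest to 12, counting clusters of at least 10 cells; 12 is the paper's number, and the choice was made again under every alternative that does not shift the resolution itself. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0 were used, and figures were drawn with matplotlib 3.10.9.

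The cell type markers and the named genes (every gene that the paper names for these data, Ezh2, 14 members of the BCL2 family and 8 polycomb targets) were fixed before the data were examined; the paper's figures had been seen by then. Not every named gene is reported here by name. In the first clustering, the list with the highest mean z-score of its markers across clusters decided whether a cluster of at least 10 cells was lymphoid. The rule that scores the markers of the lymphoid clusters was set after the clusters had been seen. The shared T cell markers and the lists of the other types were ranked by mean log2 fold change over all other cells kept. Only lists with at least 3 markers detected in 10% of the cluster's cells were ranked, and the highest gave the name. Where the T cell markers were highest, the subtype was the one whose own genes had the highest mean, among subtypes with a detected gene. For CD8 T cells these were Cd8a and Cd8b1, and clusters reached in this way are those that the CD8 T cell markers led. A cluster stayed unnamed if another type had more markers among its 10 leading genes. It also did if its median UMI count was under 33.3% of that of its libraries with no own marker among those genes. The same held if Adgre1 and Csf1r were found on average in at least 10% of the cells of a lymphoid cluster. The last limit, chosen after the clusters had been seen, keeps cluster 0 out of the CD8 T cell-like class; cluster 0 makes up 7.23 to 67.0% of the cells of clusters led by the CD8 T cell markers (median 22.8%) over the 12 libraries. For the classes macrophage-like and neutrophil-like, the red blood cell markers were left out, also after the clusters had been seen. The study's clusters are not among the sources used here, so a difference from the study may come from these rebuilt names.

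Shares of cells with a UMI have exact Clopper-Pearson intervals at 95%, which cover counting error only. Shares in the CD8 T cell-like clusters are set beside those of the B cell-like cells. For a comparison across depths, each cell was thinned at random to 500 UMIs; all lymphoid cells had at least that many. CPM values are of UMIs summed over the cells of a cluster. Genes were matched to GENCODE M21 by identifier (99.6% found).

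Doublets were scored per library with Scrublet in scanpy 1.11.5. As its automatic threshold marked almost no cell, an alternative was added after this had been seen: in each library the cells with the highest scores were removed, at an expected share of 0.8% per 1000 barcodes, 19986 cells in all (15.5%). On simulated data, with 200 pairs of a macrophage-like and a CD8 T cell-like cell among 2200 cells, 20% of the pairs were among the 200 highest scores. Their median score was 0.138, against 0.0895 for single macrophage-like and 0.0347 for single CD8 T cell-like cells, with an area under the ROC curve of 0.787 and 0.984, so the scores tell such pairs from T cells better than from macrophages. The clustering was tested on 2800 simulated cells of 7 clusters and found 7, with an adjusted Rand index of 0.960. These cells were drawn in equal numbers from the mean profiles of lymphoid clusters found here, without differences between libraries. Clusters with macrophage transcripts were left out. The result therefore checks the steps only, and does not tell whether the real clusters are distinct. The rule for genes that set 1 library apart was at least 4 times every other library and at least 10 CPM. It was applied in macrophage-like, neutrophil-like and lymphoid cells. Its test used counts of 31053 genes in 12 libraries, simulated from the macrophage-like profile only, with 200 genes changed 8-fold. There it found 100% of them and no other gene. The need to pass in all of these classes was not simulated. Nor were depths as low as the 167982 UMIs in the 80 lymphoid cells of library 4, so this recovery does not carry over to them.

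The alternatives were the limits of the quality filter, the resolution, the number of components and of variable genes, the removal of called doublets, the named genes kept among the variable genes, thinning, each library weighted equally, and CD8 T cells taken by a gate on Cd3d, Cd3e or Cd3g with Cd8a or Cd8b1 and without Cd4, Adgre1 or Csf1r. Pseudotime and gene set variation scores were not computed.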

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

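Of the tests in this part, those of free RNA, of depth and of a variant in library 4 were chosen only after the result was seen, and the clusterings of library 4 without some genes (heat shock and immediate early genes among them) and the removal of the highest Scrublet scores were not planned either, but chosen after its clusters and leading genes, and the failure of Scrublet's automatic threshold, had been seen. The libraries are not tied to mice in the sources used here, so no pattern was set against a treatment, and no library is called treated or untreated.

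Transcripts of the Y chromosome are in 6 of the 12 libraries, in data for which the paper states that the mice were female. The sum of Ddx3y, Eif2s3y, Kdm5d and Uty, all on chromosome Y, was 127.8, 160.8, 165.1, 187.1, 209.4 and 207.2 CPM in libraries 1 to 6 (median 176.1), and 39.4 to 70.9% of their cells had a UMI of these genes. In libraries 7 to 12 there was no UMI of them, which allows at most 0.0332 to 0.146 CPM per library. Xist, which is transcribed from the inactive X chromosome of females, was at 869.8, 657.6, 812.4, 823.4, 798.4 and 765.7 CPM in libraries 7 to 12, and had 14 UMIs in all in libraries 1 to 6. Only 7 cells of all libraries had UMIs of both kinds. Tumor cells, or free RNA from them, as the source of the Y transcripts are argued against by the lymphoid cells: their CPM of Y-linked genes was 4.27 times that of tumor or stromal cell-like cells as the median over these libraries (0.994 to 5.70 times, the tumor or stromal cell-like cells being as few as 8 in a library), and 1.07 to 1.51 times that of macrophage-like cells. The values that mice of both sexes would give are there, as every class of cells in a library carries the genes of 1 sex. That the mice may have been of both sexes is a hypothesis; whether samples were exchanged with those of another experiment was not tested.

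Library 4 makes up clusters of its own. In the clustering of all cells, 6214 of its cells (55.0%) lie in 3 clusters of which it makes up at least 80%, while no other library has such a cluster among those of at least 10 cells. It also has the lowest share of lymphoid cells. Depth as the whole cause is argued against by its median UMI count of 4132, inside the range of the other libraries (2291 to 15081). Heat shock and immediate early genes, which dissociation of tissue can induce, may account for part or all of the pattern. With 21 of them left out of the variable genes, the share of library 4 in clusters of its own fell from 55.0% to 21.3%. Genes that change together with these were kept, so the remainder sets no limit on an effect of dissociation. A variant against the reference stays open. Only 4 genes were higher than in every other library in macrophage-like, neutrophil-like and lymphoid cells alike, Ccnb1ip1, AL732506.1, Timp1 and Ackr3, and no other library had any. Ccnb1ip1, on chromosome 14, was at 73.7 CPM in macrophage-like cells against at most 2.60 in the other libraries, and at 196.4 against 1.35 in lymphoid cells. With these 4 genes left out, 51.3% of its cells were still in clusters of their own, so they do not make the clusters, and they cannot be told apart from a difference of the mouse, its tumor or the preparation, as 1 library shows them. A biological difference of this mouse was not tested.

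Lymphoid cluster 0 holds T cell and macrophage transcripts in the same barcodes, a signal that the paper's text does not discuss. It is the largest lymphoid cluster with 4537 cells, 63.5% of them from library 6, the library with the most barcodes. Free RNA from macrophages as the whole cause is argued against by the share of UMIs on the macrophage markers, which was 24.9 times that of CD8 T cell-like cells as the median over 11 libraries, higher in 11 of 11 (medians over all cells of 2.31% against 0.120%). Droplets with 1 T cell and 1 macrophage may explain it. Its median UMI count was 1.26 times that of macrophage-like cells as the median over 11 libraries, and at or above it in 10 of them, the exception being library 12. Its median Scrublet score lay above those of CD8 T cell-like and of macrophage-like cells in 11 of 11 libraries. Removal of the highest scores took 75.2% of it, against 1.09% of CD8 T cell-like and 13.1% of macrophage-like cells. These shares are pooled, and library 6, with 63.5% of cluster 0, had 30.5% of its cells removed, against 3.4 to 16.5% in the other libraries. Part of the gap may therefore come from the make-up of the libraries. In the simulated pairs the same scores told doublets from single macrophages only in part. The size of cluster 0 may also exceed what random pairs give. In libraries 1, 3 and 11 it made up 36.0%, 31.5% and 25.6% of the cells of clusters led by the CD8 T cell markers. Doublets of any kind were expected at 8.25%, 6.05% and 4.3% there. In library 8 the values were closest, at 7.23% and 6.77%. These shares have different bases, so random pairs as the whole cause stay undecided. Pairs of cells that touch in the tumor and enter a droplet together, or a macrophage that has taken up a T cell, would give the same counts and were not tested.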

How the results depend on the processing

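The alternatives were set before the data were examined, apart from the removal of the highest Scrublet scores and the clusterings of library 4 without some genes, which were chosen after seeing the data. No paired analysis was possible because the columns carry no replicate number that is tied to a mouse. For the same reason the alternatives for the comparisons of EZH2i with vehicle (another normalization, DESeq2, no filter on low counts, fewer samples in the fit, each replicate left out, fry, and shares of clusters) were not run.

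The number of cells that pass depends on each limit of the filter. Against 128912 cells with the stated limits, 82240 passed with a mitochondrial limit of 5%, 124340 with a minimum of 500 genes, 131632 with no maximum of genes and 140639 with no filter; the filter's own construction gives these changes.

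The lymphoid cells were clustered under 9 alternatives; the limits on the maximum of genes and the matrix with no filter were not among them. In 7 of the 9 the resolution was chosen again to give a number of clusters closest to 12 (0.4 with the mitochondrial limit of 5%, 0.5 with the highest Scrublet scores removed, 0.3 in the others), so the 11 or 12 lymphoid clusters found there follow from that choice. With the resolution itself shifted, 15 were found with it raised by 0.4 and 6 with it lowered by 0.2. The number of CD8 T cell-like clusters was 2 to 4 against 3, and no alternative gave 5. The number of CD8 T cell-like cells changed more. Against 2199 cells, it was 4250 with the resolution raised by 0.4, 7152 with it lowered by 0.2, 3866 with the mitochondrial limit of 5% and 3680 by the gate on single genes. The gate's own construction shows part of the cause, as it took 1629 cells from the unnamed cluster 1 and 1507 from the CD8 T cell-like clusters; for the other alternatives the cause was not tested. The number was 1994 to 2734 with a minimum of 500 genes, with called doublets or the highest Scrublet scores removed, with the named genes kept, with 20 components and with 3000 variable genes. With 3000 variable genes 73.0% of the 2199 cells were again CD8 T cell-like, under each of the other clusterings at least 91.3% of those that passed its filter, and 1507 of the 2199 were in the gate. Clusters with and without the name CD8 T cell-like are thus divided by limits on which this number depends.

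The number of genes of the paper's figures that were in more CD8 T cell-like than B cell-like cells was 21 with a minimum of 500 genes and with the named genes kept, and 16 with cells thinned to 500 UMIs. It could not be given with the mitochondrial limit of 5%, where no cluster was B cell-like, and was not computed with each library weighted equally, which has no counting interval.

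Of the 40 shares of 10 genes in clusters 1, 3, 6 and 10, 40 moved beyond counting error when cells were thinned, 23 when each library was weighted equally, 16 with a minimum of 500 genes, 11 with a mitochondrial limit of 5% and 4 with the named genes kept. With a minimum of 500 genes, the cluster matched to cluster 10 shares few cells with it (Jaccard overlap 0.121), so its 10 shares there are of another set of cells. The order of clusters 1, 3 and 6 in Tcf7, Havcr2, Mki67 and Cd8a over the pooled cells was the same by share, by thinned share, by CPM and under these alternatives. Within the 9 libraries with at least 10 cells of both clusters, it did not always hold: the CPM of Cd8a was higher in cluster 1 than in cluster 6 in 4, that of Mki67 higher in cluster 1 than in cluster 3 in 3, that of Havcr2 higher in cluster 1 than in cluster 6 in 1 and that of Tcf7 higher in cluster 3 than in cluster 6 in 1. For Cd3e, Cd4, Adgre1, Slamf6, Gzmb and Tox it changed with at least 1 of them. Thinning can only lower a share of cells with a UMI, so the fall of all 40 shares was fixed in advance. It does not test how far depth limits the results. Values of single libraries are limited by cell number, with 18, 11 and 10 CD8 T cell-like cells in libraries 4, 10 and 12.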

Differences from the paper's values

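The paper reports 5 CD8+ T cell clusters among its lymphoid clusters, and 3 CD8 T cell-like clusters were found here. With the resolution raised by 0.4, an alternative set before the data were examined, 4 were found, which is within 1.5 times the paper's number. The other alternatives set before the data were examined gave 2 (resolution lowered by 0.2, a minimum of 500 genes, named genes kept, 3000 variable genes) or 3 (a mitochondrial limit of 5%, called doublets removed, 20 principal components) and stay apart from it. Removal of the highest Scrublet scores, chosen after seeing the values, gave 4. No setting gave 5 clusters with this name. On the paper's own markers, the CD8 T cell-like cells pooled had Cd3e in 72.9%, Cd8a in 67.3%, Cd4 in 5.14% and Adgre1 in 3.37%, and the smallest of the clusters, cluster 10, had Cd8a in 29.4% and Cd4 in 9.17%. The unnamed cluster 1 also had high Cd3e and Cd8a (55.9% and 40.9%) with low Cd4 and Adgre1 (5.34% and 3.58%); by these 4 markers alone it would be a further CD8+ T cell cluster, which would make 4. The CD8 T cell markers led in 5 clusters, the paper's number: these 4 and cluster 0, which has Adgre1 in 54.8% of its cells. Clusters 0 and 1 lose the name only through limits, that for cluster 0 set after the clusters had been seen, and under the alternatives the CD8 T cell markers led in 3 to 7 clusters, so the number rests on the rule for names.

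The number of lymphoid clusters, 11 here against the paper's 12, is not a test of the paper's number, because the resolution was chosen to give a number closest to 12; the resolutions of the grid gave 9 to 30.

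The paper's group totals after its filter sum to 138568 cells, and 128912 barcodes pass the limits it states. Without a mitochondrial limit 136837 pass, and the matrix holds 140639 barcodes; no filter run here gives the paper's sum.

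The paper describes several of its CD8+ T cell clusters as stem-like, Cluster 0 among them. Here the largest CD8 T cell-like cluster, cluster 3, had Tcf7 in 1.87% of its cells and Slamf6 in 3.38%. Slamf6 was found in 11.1% of B cell-like and 1.56% of NK cell-like cells. In cluster 1 it was found in 13.5%, and its CPM was higher there than in cluster 3 in 9 of 9 libraries. The larger, unnamed cluster 1 had Tcf7 in 15.4% of its cells and at 74.4 CPM, and the CD8 T cell-like cluster 10 in 11.9% and at 49.6 CPM. With cells thinned, these 2 clusters were not told apart, with Tcf7 in 4.38% of cluster 1 and 4.59% of cluster 10. The CPM of Tcf7 was higher in cluster 1 in 4 of the 5 libraries with at least 10 cells of both. With the named genes kept, Tcf7 was found in 15.5% of cluster 1 and 20.1% of the cluster matched to cluster 10. That matched cluster has 164 cells and a Jaccard overlap of 0.587 with cluster 10, so its share is partly of other cells. No order of clusters 1 and 10 was read from these values.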

Other observations

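All values in this part were chosen for report after they had been seen, apart from those of the genes named before the data were examined. They carry no treatment, as the libraries are not tied to mice in the sources used here, and no explanation was tested for them.

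CD8 T cell-like cells are unevenly spread over the libraries. Libraries 1 to 12 hold 133, 170, 202, 18, 466, 750, 174, 65, 141, 11, 59 and 10 of them, and the 2 libraries with the most, 5 and 6, hold 55.3% of all. Shares over pooled cells therefore follow these libraries, and a comparison of mice by summed counts would rest on 20 or fewer cells in 3 libraries.

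In these cells, Bcl2l11 (ENSMUSG00000027381, chromosome 2, 128126038 to 128162547), which encodes BIM, had a UMI in 39.7% (95% confidence interval 37.6 to 41.7%), against 19.3% of B cell-like cells, and Bcl2 (ENSMUSG00000057329, chromosome 1, 106538178 to 106714274) in 51.4% (49.3 to 53.5%), against 15.4%. In B cell-like cells, which are shallower, Bcl2l11 was at 177.3 CPM against 163.2 CPM in CD8 T cell-like cells, so the higher share goes against the CPM and no difference was read from it. Over the 12 libraries, the CPM in CD8 T cell-like cells ranged from 67.6 to 302.1 for Bcl2l11 (median 143.4), from 135.2 to 473.2 for Bcl2 (median 283.9), from 405.6 to 1129 for Gzmb (median 531.1) and from 1.39 to 81.0 for Tcf7 (median 13.6). The lowest Bcl2l11 value rests on 4 UMIs in the 18 cells of library 4, and the highest on 13 UMIs in the 11 cells of library 10; in the 9 libraries with more cells it was at 112.5 to 225.7 CPM. The lowest Gzmb value is from library 4 as well, with 24 UMIs. The highest Tcf7 value rests on 13 UMIs in the 10 cells of library 12, and the lowest on 2 UMIs in the 202 cells of library 3.

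Ezh2 (ENSMUSG00000029687, chromosome 6, 47530139 to 47595341), the target of the inhibitor, had a UMI in 57.6% of the cells of cluster 6, which also has Mki67 in 80.3%, and in 17.4% of cluster 3, 10.0% of cluster 1 and 4.57% of B cell-like cells, with 233.5, 63.8, 45.2 and 35.7 CPM. Among 8 polycomb targets named before the data were examined, Hoxa7, Hoxa9 and Hoxa10 had no UMI in the 2199 CD8 T cell-like cells, which allows at most 0.168% of cells with a UMI each (upper limit of the exact interval). Cdkn1a was found in 23.2% and Cdkn2a in 11.1% of these cells, pooled over all groups, against 4.78% and 0.870% of B cell-like cells; the median UMI counts were 3172 and 1208.

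The paper's Tables S2 and S3 overlap. Their legends describe pathways raised and lowered by EZH2i in Cluster 0 after 16 days, and the paper's text cites the tables for all of its CD8+ T cell subsets, so which cells the values refer to stays open. Of the 46 pathways in either table, 32 are in both, 23 of these with opposite signs. TNFA signaling via NFKB, for example, has a NES of 0.776 with a p-value of 0.759 in the paper's Table S2 and -1.94 with 0.00409 in its Table S3. Each table holds both signs, with 21 positive and 12 negative in Table S2, and 12 positive and 33 negative in Table S3. In its Figure 3 legend, the paper derives the pathways from lists of differentially expressed genes set against the Hallmark collection. It refers to both tables for the full lists of pathways.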
